# The NAD kinase OsNADK1 affects the intracellular redox balance and enhances the tolerance of rice to drought

**DOI:** 10.1186/s12870-019-2234-8

**Published:** 2020-01-07

**Authors:** Xiang Wang, Bin-Bin Li, Tian-Tian Ma, Liang-Yu Sun, Li Tai, Chun-Hong Hu, Wen-Ting Liu, Wen-Qiang Li, Kun-Ming Chen

**Keywords:** NAD kinase OsNADK1, Intracellular redox balance, OsDREB1B, Proline, Drought tolerance, Rice (*Oryza sativa*)

## Abstract

**Background:**

NAD kinases (NADKs) are the only known enzymes that directly phosphorylate NAD(H) to generate NADP(H) in different subcellular compartments. They participate in multiple life activities, such as modulating the NADP/NAD ratio, maintaining the intracellular redox balance and responding to environmental stresses. However, the functions of individual NADK in plants are still under investigation. Here, a rice NADK, namely, OsNADK1, was identified, and its functions in plant growth regulation and stress tolerance were analysed by employing a series of transgenic plant lines.

**Results:**

OsNADK1 is a cytosol-localized NADK in rice. It was expressed in all rice tissues examined, and its transcriptional expression could be stimulated by a number of environmental stress treatments. Compared with wild-type (WT) rice, the mutant plant *osnadk1* in which *OsNADK1* was knocked out was a dwarf at the heading stage and had decreased NADP(H)/NAD(H), ascorbic acid (ASA)/dehydroascorbate (DHA) and reduced glutathione (GSH)/oxidized glutathione (GSSG) ratios, which led to increased oxidation states in the rice cells and sensitivity to drought. Moreover, certain stress-related genes showed differential expression patterns in *osnadk1* under both normal growth and drought-stress conditions compared with WT. Among these genes, *OsDREB1B* and several WRKY family transcription factors, e.g., *OsWRKY21* and *OsWRKY42*, showed correlated co-expression patterns with *OsNADK1* in *osnadk1* and the plants overexpressing or underexpressing *OsNADK1*, implying roles for these transcription factors in OsNADK1-mediated processes. In addition, overexpression of *OsNADK1* enhanced the drought tolerance of rice plants, whereas loss of function of the gene reduced the tolerance. Furthermore, the proline content was dramatically increased in the leaves of the *OsNADK1*-overexpressing lines under drought conditions.

**Conclusions:**

Altogether, the results suggest that an OsNADK1-mediated intracellular redox balance is involved in the tolerance of rice plants to drought.

## Background

NAD kinases (NADKs) are the only known enzymes that generate NADP(H) by phosphorylating NAD(H) [1–3] and, therefore, play vital roles in maintaining the balance between NAD(H) and NADP(H) in NADP(H)-based metabolic cellular pathways [4, 5]. NADKs have been identified in almost every living organism, including Archaea, Eubacteria and Eukaryotes, although not in the intracellular parasite *Chlamydia trachomatis* [2]. However, the number of NADK isoforms varies depending on the species. Archaea and Eubacteria usually have only one NADK, but most Eukaryotes have multiple NADKs [2], and plants have at least three [6]. These NADKs exist in different subcellular locations, including the cytosol, chloroplast, mitochondria and/or peroxisome [4, 7–12], showing their diverse functions.

The functions of NADKs in various organisms have been widely studied, including those from *Escherichia coli* [13], *Saccharomyces cerevisiae* [7, 14], *Arabidopsis thaliana* [15–17], rice [18], and wheat [12]. For *Mycobacterium tuberculosis* and *Salmonella enterica*, mutation of specific sites in their single NADK gene is lethal [2, 19]. Similarly, mutating all three NADK genes encoding Utr1,Yef1, and Pos5 or the two genes encoding Utr1 and Pos5 together in *S. cerevisiae* is also lethal [20, 21], which again indicates that NADK activity is necessary for cell survival. In *Arabidopsis*, a single mutation in one of the three NADKs is not lethal, but it greatly affects plant growth [15, 16, 22]. In rice, loss of function of *OsNADK3* leads to dwarfism and sterility [18]. These results support the fundamental roles of NADKs in the development of most living organisms.

In recent years, the protection afforded by NADKs against oxidative-stress damage has received much attention because NADPH is a central component of the intracellular antioxidative defence system [15, 16, 23, 24]. In *S. cerevisiae*, the activities of three NADKs, namely, Utr1, Yef1, and Pos5, contribute to NADPH supplementation and thereby help protect yeast cells from oxidative damage [25, 26]. This antioxidative function has also been found in animal NADKs [9, 27]. In plants, Berrin and colleagues found that deletion of *AtNADK1,* the encoded NADK of which is localized in the cytosol, enhanced the sensitivity of *Arabidopsis* to gamma irradiation and paraquat-induced oxidative stress [10, 22]. Chai et al. and Sun et al. showed that a gene knockout mutant of AtNADK2, which mainly exists in the chloroplast, shows inhibited plant growth and substantially increased sensitivity to drought [15, 28]. A knockout mutant of AtNADK3 localized to peroxisomes is also more sensitive to oxidative stress than the wild-type plant [10, 16, 29]. More recently, we found that transcriptional expression of NADK genes in wheat, rice, and maize could be differentially stimulated by a number of environmental stress and hormonal treatments, implying their certain roles in the multi-stress responses of plants [6, 12, 30].

The three intracellular plant redox couples, namely, NADPH/NADP, reduced glutathione (GSH)/oxidized glutathione (GSSG) and ascorbic acid (ASA)/dehydroascorbate (DHA), appear to play the most important roles in environmental stress responses [31, 32]. In *Pseudomonas fluorescens*, NADK substantially enhances NADPH biosynthesis and thereby diminishes oxidative damage induced by environmental stress [33]. In rat pancreatic β-cells, Gray and colleagues found that NADK regulates the size of the NADPH pool and the NADPH/NADP^+^ ratio, thereby influencing the intracellular redox balance and oxidative defence system [27]. In *Arabidopsis*, a loss of function mutation in *AtNADK2* was found to cause an increment in NAD(H) levels but a decrement in NADP(H) levels in chloroplasts [15, 34–36]. A decrement in GSH/GSSG values was also observed in *atnadk3*, an Arabidopsis *AtNADK3* knockout mutant [16]. Additionally, overexpression of *AtNADK2* in rice enhanced the GSH/GSSG ratio and NADP(H) pool of cells, leading to high tolerance of the plants to oxidative damage [36]. More recently, we reported that NADKs may play important roles in maintaining reactive oxygen species (ROS) homeostasis in different subcellular compartments of plant cells by regulating NADPH production and intercellular redox status [30]. Calmodulin may act as a fundamental regulator of NADK-meditated NAD signalling in plant development and the response to stress [37].

Although many studies have addressed the roles of plant NADKs, their functional characteristics and mechanisms in response to abiotic stresses have not been completely elucidated. As reported previously, there are at least four NADKs in the three major cereal crops, namely, rice, maize and wheat, and these NADKs are differentially compartmentalized in cells [6, 12]. In the present study, a rice NADK gene, *OsNADK1*, was cloned, and its functions in maintaining the intracellular redox balance and stress tolerance were explored. The obtained results suggest that OsNADK1 is related to the intracellular redox balance of rice and may play a role in drought stress tolerance of the plant.

## Results

### Expression profiles of *OsNADK1* in different tissues and under various external conditions

*OsNADK1* expression profiles in different tissues and under various stress conditions were examined by quantitative real-time RT-PCR (qRT-PCR). As shown in Fig. 1a, *OsNADK1* transcripts were detected in almost all examined tissues, i.e., roots, leaves, leaf blades, leaf sheaths and panicles, although a higher transcript level was observed in the leaf blade and leaf sheath during the different developmental stages.

**Fig. 1:**
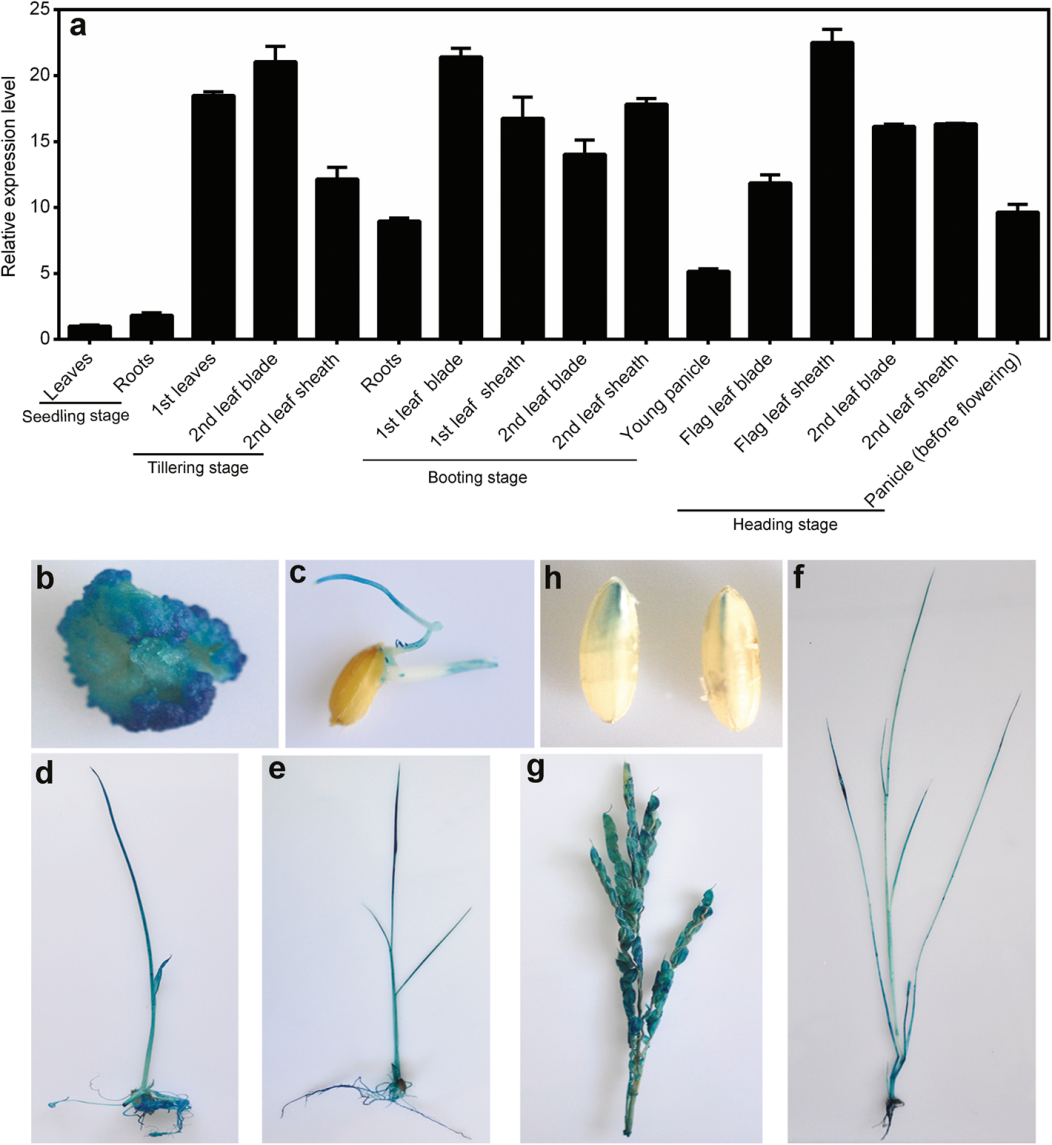
Expression pattern of *OsNADK1* in different tissues at various developmental stages. **a** Analysis of *OsNADK1* expression levels in various tissues by qRT-PCR. *OsActin1* and *OsUBQ* were used as the internal controls. **b**-**h** Histochemical localization of the *OsNADK1* promoter: GUS expression pattern in transgenic rice plants: (**b**) callus, (**c**) radicle and germ, (**d**) one-week-old seedlings, (**e**) two-week-old seedlings, (**f**) one-month-old seedlings, (**g**) young panicles, and (**h**) maturing seeds

We then employed a β-glucuronidase (GUS) reporter assay to further characterize the expression pattern of *OsNADK1* in various rice tissues during development. A 2000-bp nucleotide sequence upstream of the *OsNADK1* coding sequence that contains the *OsNADK1* promoter region was cloned into the pCAMBIA1301 vector (instead of the 35S promoter controlling the GUS gene), and histochemical staining of GUS activity in the *OsNADK1* promoter: GUS transgenic plants was detected. Strong GUS staining was observed in each of the examined tissues, including the calli, radicle and germ, young panicles, maturing seeds, and 1-week-, 2-week-, and 1-month-old seedlings, showing the activity of the *OsNADK1* promoter in all the analysed tissues (Fig. 1b-h).

Based on a PlantCare analysis, many cis-elements that are responsive to various abiotic stresses and hormones, including drought (MBS), heat (HSE), anaerobic conditions (ARE), methyl jasmonic acid (MeJA) (CGTCA-motif), abscisic acid (ABA) (ABRE), ethylene (ERE), gibberellin (p-box) and auxin (TGA-element), were identified in the promoter region of *OsNADK1* (Additional file 1: Figure S1). Analysis by qRT-PCR showed that the *OsNADK1* transcripts were greatly stimulated 3.9-, 92-, 22-fold by cold (4 °C), oxidative stress (30 μM methyl viologen (MV) exposure) and dehydration (20% (w/v) PEG-6000) after a 12-h treatment of shoots, as well as 3.4-, 4.0-, 4.1-fold by cold, heat (40 °C), and salt (exposure to 200 mM NaCl) (Additional file 2: Figure S2) in roots, respectively. In addition, OsNADK1 is located in the cytoplasm where the green fluorescence of OsNADK1-green fluorescent protein (GFP) was found in rice protoplasts (Fig. 2).

**Fig. 2:**
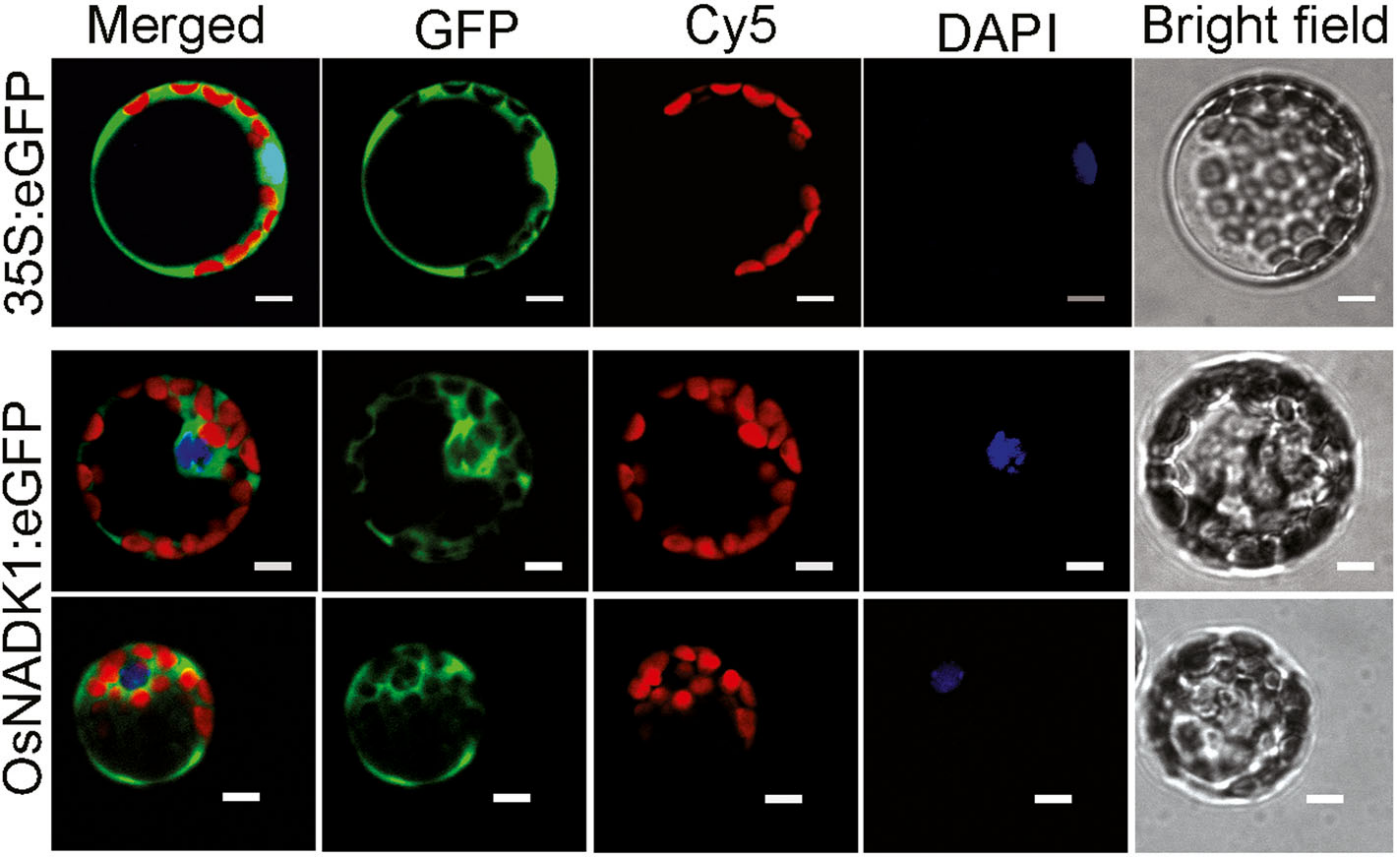
Subcellular localization of OsNADK1 in rice protoplasts. In each panel, the extreme right shows the bright field; then, DAPI represents the nuclear location by staining with a nucleus (N)-specific dye, Cy5 is the chloroplast spontaneous fluorescence, the left shows the GFP field, and the extreme left shows an overlay of the three images to the right. Bars = 5 μm

### Characterization of *osnadk1*, an *OsNADK1*-knockout mutant

To further understand the functions of OsNADK1, we characterized the *OsNADK1*-knockout mutant *osnadk1* derived from the T-DNA insertion rice mutant *PFG_1A-07609.R*. The mutant and its wild-type (WT) parent (cv. Dongjin) were purchased from Pohang University of Science and Technology, Pohang, Korea. *OsNADK1* contains 11 exons and 10 introns, and the T-DNA insertion site in *OsNADK1* is located within the second intron (Fig. 3a). Southern blotting analysis showed that a single insertion was present in the mutated gene (Additional file 3: Figure S3). The genotype of the mutated rice gene was further characterized by PCR using the forward (LP) and reverse (RP) primers and a T-DNA-border primer (BP). The results showed that the plant named “b” was a homozygote since only one band was obtained using BP plus RP primers, while no bands were detected using LP plus RP primers (Fig. 3b). Both semi-quantitative PCR and qRT-PCR analyses showed that the mutant *osnadk1* did not express *OsNADK1* (Fig. 3c, d), indicating that it contained a null mutation of *OsNADK1*. Compared with the WT plants, *osnadk1* had a reduced height, smaller flag-leaf dimensions and lower chlorophyll contents (Fig. 3e, f) at the early filling stage of plant growth.

**Fig. 3:**
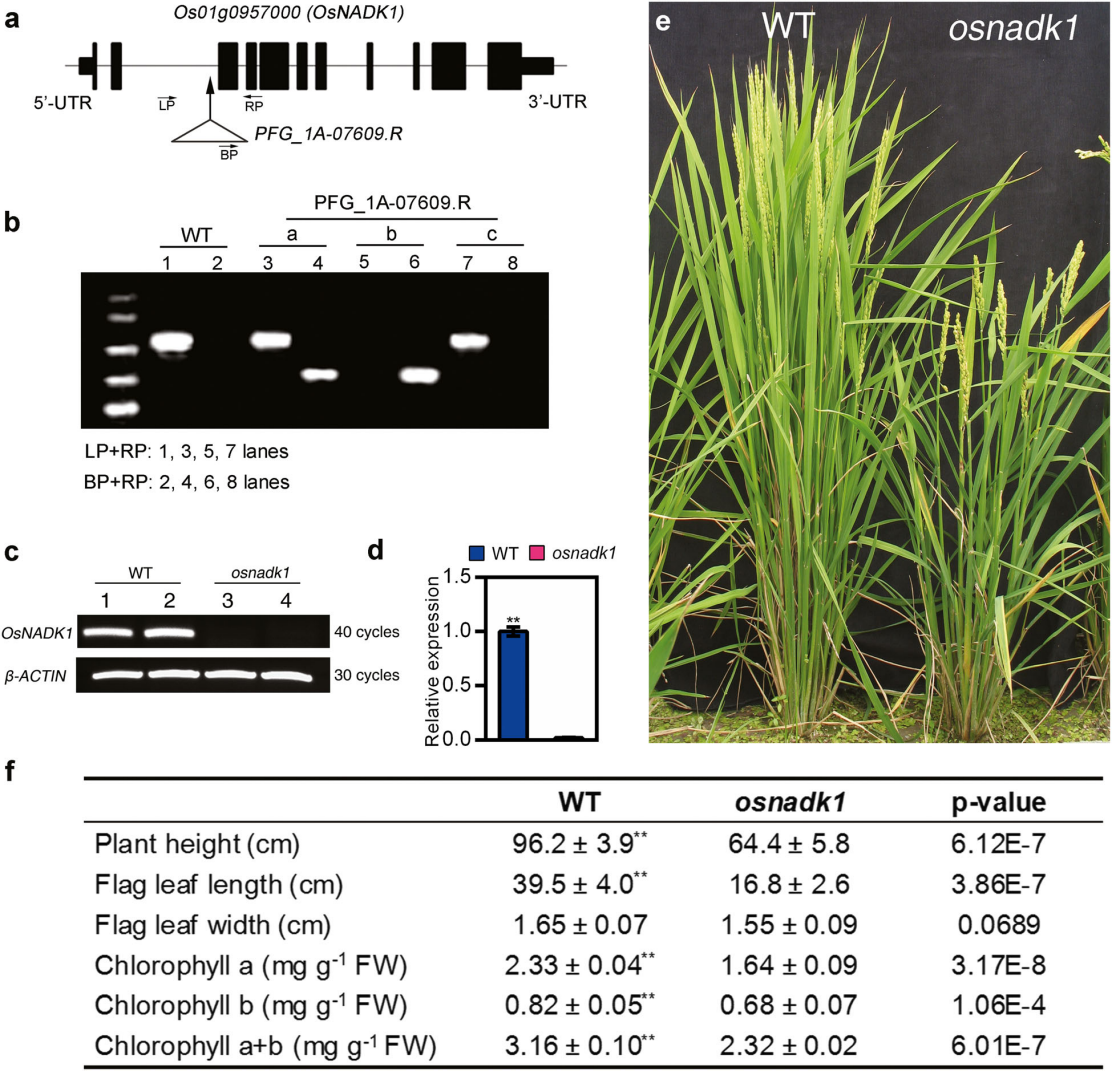
Identification of the *osnadk1* mutant and morphology of WT (cv. Dongjin) and *osnadk1* plants. **a** The gene structure of *OsNADK1* (not to scale). Solid boxes and lines indicate exons and introns, respectively. The arrow indicates the T-DNA insertion position, and the triangle represents the T-DNA insertion. “LP”, “BP” and “RP” are the positions of primers for identification. **b** Screening of the *osnadk1* mutant by PCR. Lanes 1, 3, 5, 7 show amplicons generated using the left and right primers (LP and RP, respectively) described in Methods; lanes 2, 4, 6, 8 show amplicons generated using the right primer and T-DNA-border primer (BP) described in Methods. a-c, Plants grown from *PFG_1A-07609.R* seeds. **c** The *OsNADK1* transcript levels in WT and *osnadk1* plants detected by semi-quantitative RT-PCR. *β-ACTIN* was used as a control. Lanes 1 and 2, WT; lanes 3 and 4, *osnadk1*. **d** The expression levels of *OsNADK1* in the mutant and WT tested by qRT-PCR. **e** and **f** Gross morphology and agronomic characteristics of WT and *osnadk1* plants at the early filling stage of growth. Values represent the mean ± SD of eight replicates. The letters denote significant differences (*p* ≤ 0.05) according to t-test analysis

### Drought tolerance of *osnadk1* plants

To gain further insights in the function of OsNADK1, the drought tolerance of *osnadk1* was carefully examined. Four-week-old plants were used for the drought treatment experiments. As seen in Fig. 4, the null mutant, *osnadk1*, was sensitive to drought-stress, and after 10 days of drought treatment, most of the mutant plants had died, with only a few surviving after rewatering (Fig. 4a). The survival rate of *osnadk1* was merely 29.6% of that of WT (Fig. 4c). Based on a general consideration that plants with higher water retention ability can survive better under drought conditions, we then checked the water loss rate of WT and *osnadk1* mutant. As expected, the mutant plants possessed a faster water loss rate compared with the WT plants (Fig. 4b).

**Fig. 4:**
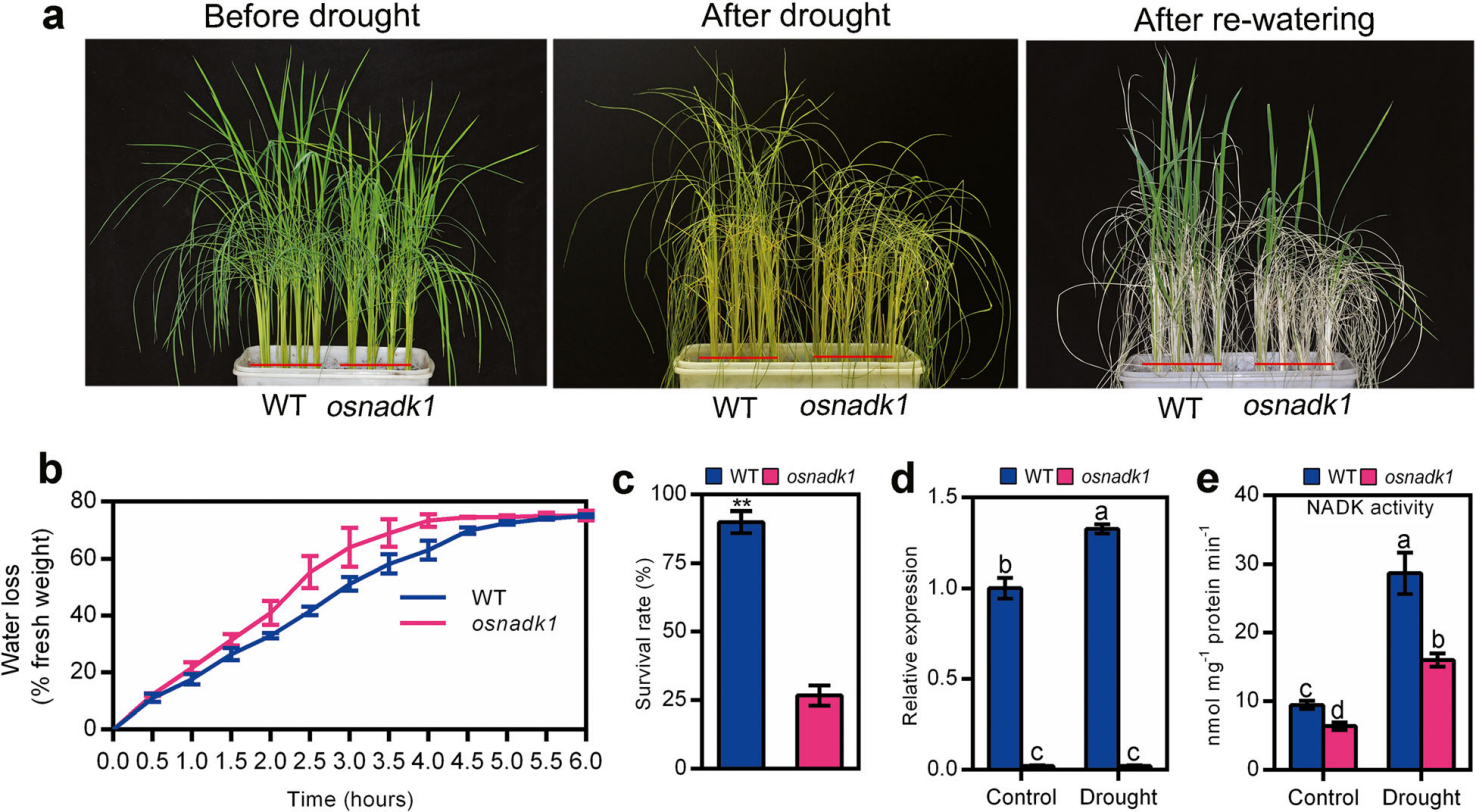
Drought tolerance of wild-type (WT, cv. Dongjin) and *osnadk1* mutant plants. **a** Phenotypes of WT and *osnadk1* rice plants under drought conditions, including before drought treatment (left image), without watering for 10 days (middle image), and re-watering after 1 week (right image). Four-week-old plants were used for the drought treatments. **b** Water loss percentage in detached leaves of WT and *osnadk1* mutant plants. Values represent the mean ± SD of 3 replicates (9 leaves from one pot per replicate), and three experiments were performed with similar results. **c** Survival rate of WT and *osnadk1* mutant plants under drought conditions. **d** Comparison of the relative expression levels of *OsNADK1* in the WT and *osnadk1* mutant under control and drought conditions. **e** Total NADK activity in leaf samples from the WT and *osnadk1* mutant. Samples were collected from leaves without watering for 10 days and control samples. ** Represents significant differences by the t-test, and different letters above the bars represent significant differences by the Tukey method (*P* ≤ 0.05)

We also tested the expression level of *OsNADK1* and the total NADK activity in the mutant and WT under drought conditions. As seen, the expression level of *OsNADK1* was increased 1.35-fold in WT under drought conditions, while the *osnadk1* mutant showed no *OsNADK1* expression under both normal growth and drought conditions (Fig. 4d). The total NADK activity was increased considerably both in WT and *osnadk1* under drought conditions, but it was markedly lower in the *osnadk1* mutant compared with WT (Fig. 4e). The total NADK activity of the mutant was only 67.9 and 55.8% of that of WT under normal growth and drought conditions, respectively.

### Comparison of the intracellular redox balance in *osnadk1* and WT

To gain further insights into the OsNADK1 functions in rice, the states of the major intracellular redox couples, namely, NADPH/NADP, GSH/GSSG and ASA/DHA, were characterized in *osnadk1* and WT. Under normal growth conditions, the levels of NAD and NADH in *osnadk1* were both greater than WT, while the NADH/NAD ratio was not different between the mutant and WT (Fig. 5a, b, e). However, the amount of NADP was lower in *osnadk1* than in WT, while the amount of NADPH was greater in the mutant (Fig. 5c, d), leading to a higher NADPH/NADP ratio of *osnadk1* (Fig. 5f). Notably, the ratio of NADP(H)/NAD(H) was also lower in the *osnadk1* mutant (Fig. 5g). The NADP(H)/NAD(H) ratio in the mutant was merely 64.0% of that in WT. However, the NAD(P)H/NAD(P) ratio in *osnadk1* was higher and showed a nearly 50% increase in the mutant compared with WT (Fig. 5h). In addition, excluding the content of NADP, which was increased by drought in the *osnadk1* mutant, the contents of the other three indexes, namely, NAD, NADH and NADPH, were all decreased after drought compared with normal conditions (Fig. 5a-d). Similar results were also found for the ratios of NADH/NAD, NADPH/NAD, and NAD(P)H/NAD(P). The three ratios were all decreased after drought in both the *osnadk1* mutant and WT (Fig. 5e, f, h). An exception was observed in the ratio of NADP(H)/NAD(H), which was increased by drought in *osnadk1* compared with WT (Fig. 5g).

**Fig. 5:**
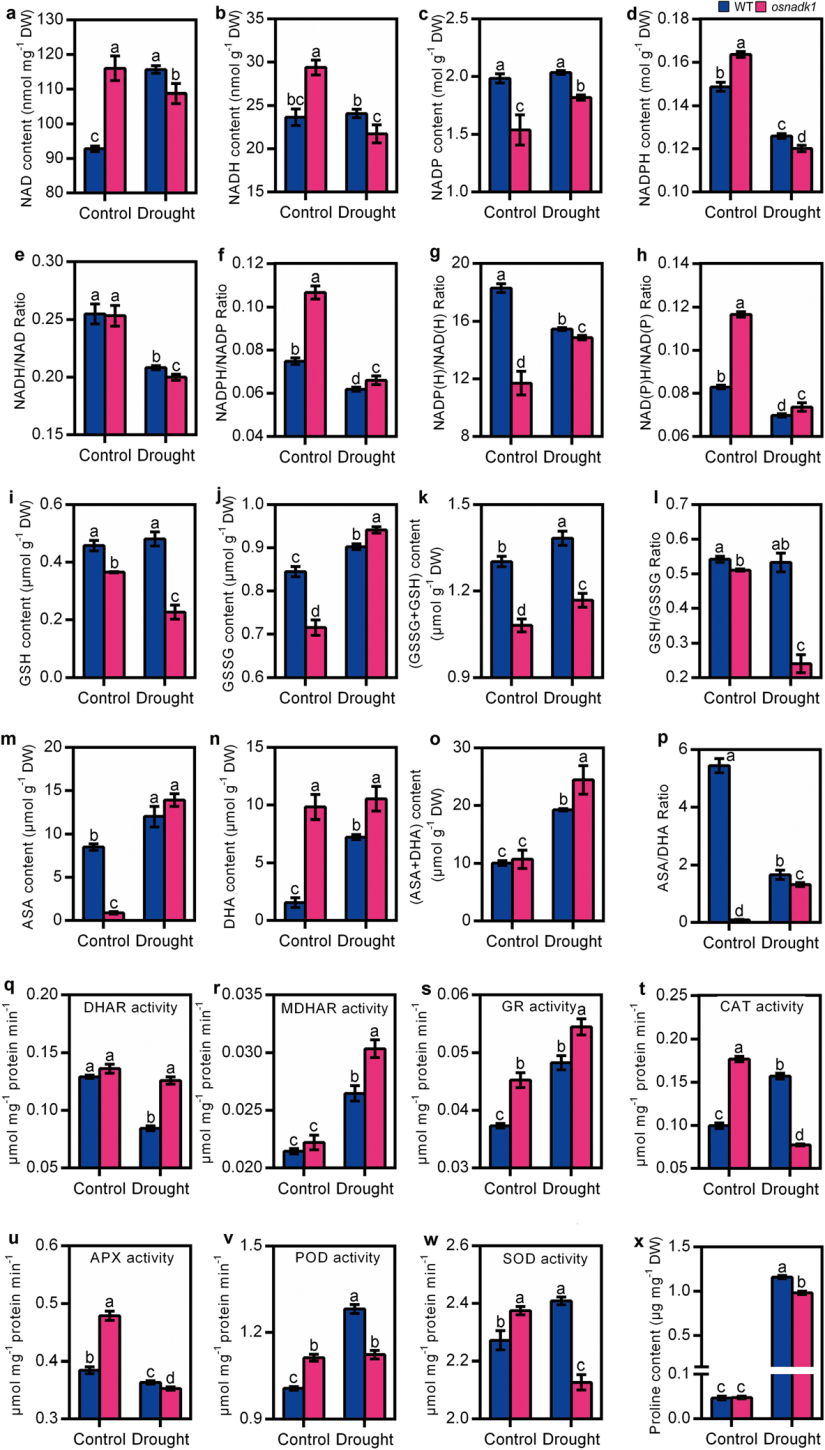
Intracellular redox status, antioxidant enzyme activity and proline content of the wild-type (WT, cv. Dongjin) and *osnadk1* mutant under normal growth and drought stress conditions. Four-week-old plants were used for the drought treatment, and after 10 days of treatment, the leaves were used for the analysis. **a**-**d** The contents of NAD, NADH, NADP and NADPH. **i**-**k** The contents of GSH, GSSG and total glutathione (GSSG+GSH). **m**-**o** The contents of ASA, DHA and total ascorbic acid (ASA + DHA). **e**-**h**, **j**, **p** The ratios of NADH/NAD, NADPH/NADP, NADP(H)/NAD(H), NAD(P)H/NAD(P), GSH/GSSG, and ASA/DHA, respectively. **q**-**w** The enzyme activities of DHAR, MDHAR, GR, CAT, APX, POD and SOD, respectively. **x** The content of proline. All data are means ± SD and are representative of similar results from three independent experiments. Different letters above the bars represent significant differences by the Tukey method (*P* ≤ 0.05)

The states of the other two redox couples in *osnadk1* and WT were similar to NADPH/NADP under normal growth conditions, with lower concentrations of GSH, GSSG and ASA and a higher concentration of DHA in the mutant than WT (Fig. 5i, j, m, n). The total amounts of GSSG and GSH were reduced in the mutant, but the total concentrations of ASA and DHA showed no apparent difference between WT and *osnadk1* under control conditions (Fig. 5k, o). However, the ratios of the reductants to oxidants for the ASA/DHA and GSH/GSSG redox couples were markedly lower in *osnadk1* than WT (Fig. 5l, p). After drought treatment, excluding the content of GSSG, which was slightly higher in *osnadk1* than in WT, the three other items including the contents of GSH and total glutathione (GSH + GSSG) and the ratio of GSH/GSSG were highly reduced in the mutant compared with WT. The content of ASA showed no apparent difference in WT and *osnadk1* under drought, although it increased in both the mutant and WT in response to the stress treatment (Fig. 5m). However, the contents of DHA and total ascorbic acid (ASA + DHA) were higher in the mutant than WT after drought (Fig. 5). In contrast, the ASA/DHA ratio was markedly lower in the *osnadk1* mutant than WT under both normal growth and drought stress conditions (Fig. 5p). All these results indicated that the intracellular redox balance was markedly altered when *OsNADK1* was knocked out in rice under both normal growth and drought stress conditions.

In addition, the activities of catalase (CAT), peroxidase (POD) and superoxide dismutase (SOD), as well as enzymes including glutathione reductase (GR), ascorbate peroxidase (APX), dehydroascorbate reductase (DHAR) and monodehydroascorbate reductase (MDHAR) that function in the Halliwell-Asada cycle (ASA-GSH cycle) together with the three redox couples in plant cells [38], were increased in *osnadk1* compared with WT, especially under normal growth conditions (Fig. 5q-w). However, although the activities of MDHAR, GR, CAT, POD and SOD were particularly increased in WT by drought, only the activities of MDHAR, DHAR and GR were much higher in the *osnadk1* mutant than in WT, implying that the antioxidative ability was harmed in the mutant (Fig. 5q-w). We also checked the content of proline in WT and *osnadk1* under normal growth and drought conditions. Although the content of proline was higher in WT after drought, it showed no apparent difference between the mutant and WT under normal growth conditions (Fig. 5x).

### Global gene expression in *osnadk1* and WT under normal growth and drought conditions

Due to the sensitivity of the *osnadk1* mutant to drought, the global gene-expression profiles of *osnadk1* under normal growth and drought conditions were investigated using Affymetrix GeneChip rice-genome arrays. 

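OsNADK1 signal in *osnadk1* leaves under normal growth was 3.96, 5.16 and 4.78 log2 units on the 3 arrays, against 10.27, 9.55 and 9.55 in WT. On day 15 of drought it was 5.65, 5.45 and 4.39 in *osnadk1* and 9.43, 9.53 and 9.47 in WT. OsNADK1 fell in *osnadk1*, with a log2 fold change of -5.15 ± 0.39 (± standard error) under normal growth (limma, adjusted p = 0.000248) and -4.32 ± 0.39 under drought (limma, adjusted p = 0.00113), and every *osnadk1* array lay below every WT array in each condition. The *osnadk1* arrays under normal growth all lay below their own array's median, which stands in for background because detection calls were not used here, so OsNADK1 was at least 22.7-fold lower there. Prefixes of the array labels split the 12 arrays into 2 sets that each hold all 4 groups. They are taken here as hybridisation jobs A and B, which is an inference. The difference was -5.70 in job A and -4.77 in job B under normal growth, and -3.88 and -5.11 under drought. With job as a block the limma adjusted p was 0.000303 and 0.00107, and over all settings it ran from 4.07e-05 to 0.993 and from 0.000213 to 0.792, the highest with the unequal-variance test. The values are log2 MAS5 signals of 57381 probe sets in the youngest fully expanded leaves of 2.5-month-old plants. Soil moisture was 47.3% before drought and 8.5% at day 15. Normal growth stands at day 0 and drought at day 15, so comparing them also holds any change over those days. A probe set was tested when it reached its own array's median on at least 3 arrays, which left 32110. The paper names the mutant's sensitivity to drought as the reason for profiling it. The p-values measure the spread between these arrays, since the labels say biological replicates but not which plants and pots each array came from.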

A substantial number of genes (210 in total) were differentially expressed in *osnadk1* compared with WT (cv. Dongjin) even when the plants are grown under normal (non-stressed) growth conditions (Additional file 6: Table S1). 

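Under normal growth, and leaving aside reporter probe sets, Os03g0115800 rose over WT, 12.85 ± 0.25 against 4.38 ± 0.70 (log2 signal in *osnadk1* against WT, mean ± SD of 3 arrays, at least 189-fold; limma, adjusted p = 3.45e-06). Os02g0772100 rose too, 10.80 ± 1.09 against 2.92 ± 2.71 (limma, adjusted p = 0.0345), as did Os03g0629800, 10.62 ± 0.14 against 4.46 ± 1.03 (at least 40.5-fold; limma, adjusted p = 0.00635), and Os07g0162450, 11.82 ± 0.13 against 6.71 ± 0.21 (limma, adjusted p = 3.12e-06). Of the genes that fell, Os05g0524100 was at 8.91 ± 0.56 against 12.11 ± 0.43 (limma, adjusted p = 0.0345) and Os06g0133500, coding for a protein with a Q-rich domain, at 8.41 ± 0.60 against 11.56 ± 0.35 (limma, adjusted p = 0.0162). In each of these genes the arrays of the genotypes did not overlap. With other settings (adjusted p in parentheses) the call of Os02g0772100 ended in 16 of 29 settings, 8 of them leaving out 1 array (0.0534 to 0.13), that of Os05g0524100 in 15, 8 of them leaving out 1 array (0.0582 to 0.179), and that of Os06g0133500 in 7, 2 of them leaving out 1 array (0.0819 to 0.0943). It ended in 4 for Os03g0629800 and in 3 each for Os03g0115800 and Os07g0162450. The locus Os03g0629800 is the paper's, and the reference places its probe set on chromosome 6. Of the probe sets tested, 21 rose and 26 fell in *osnadk1* at an adjusted p under 0.05 in limma. Blocking on job, 50 passed, 39 of them shared with the 47 without it, and all 47 had that direction in job A and in job B. Since they were chosen on these arrays this is no independent evidence, and over all probe sets tested the genotype differences of the jobs correlated at -0.107. The genotypes did not overlap at 7.81% of the probe sets tested, where chance gives 10%. On the first principal component the 3 job A arrays of normal growth, from both genotypes, lay between 121.4 and 140.4 and the other 9 arrays between -66.34 and -26.51. Without those 3, a setting chosen after seeing the data, 145 probe sets passed, but *osnadk1* then has 1 array of normal growth and the spread comes from the other groups.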

The expression levels of those genes were changed more than two-fold (*p* ≤ 0.05), with 77 genes upregulated and 133 downregulated (Additional file 6:Table S1; Fig. 6a, b). 

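Soluble starch synthase 1 (Os06g0160700) rose in *osnadk1*, by 1.58 ± 0.24 log2 units (± standard error; limma, adjusted p = 0.0356), as did the tubulin/FtsZ domain gene Os03g0726100, by 1.73 ± 0.23 (limma, adjusted p = 0.0176). The harpin-inducing protein gene Os04g0685300 changed by -2.21 ± 0.32 (limma, adjusted p = 0.0302), the protein phosphatase 2C gene Os03g0292100 by -1.53 ± 0.23 (limma, adjusted p = 0.0345) and the Rab11B-related gene Os01g0667600 by -1.30 ± 0.18 (limma, adjusted p = 0.0256). None of these genes overlapped between genotypes. The deposited values gave the listed direction for all 210 probe sets, and a fold change within 1% of the listed one for 210. All 210 had no overlap between genotypes, which fixes the direction in each job. In limma 207 of them were tested, 199 passed 2-fold and an unadjusted p of 0.05, and 43 passed an adjusted p of 0.05 (20 higher, 23 lower), or 44 with job as a block. The list was drawn from these same arrays, so its tally is not independent evidence. Over all probe sets tested, 379 were higher and 549 lower at 2-fold and that unadjusted p in limma.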

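In leaves of droughted plants, Os02g0772100 was at 11.15 ± 1.17 against 0.81 ± 1.07 (log2 signal in *osnadk1* against WT, mean ± SD of 3 arrays, at least 58.6-fold; limma, adjusted p = 0.0081). Os03g0115800 rose as well, 12.45 ± 0.74 against 4.08 ± 0.21 (at least 144-fold; limma, adjusted p = 3.94e-06), and so did the probe set listed as Os03g0629800, 11.44 ± 0.18 against 3.97 ± 1.54 (at least 71.6-fold; limma, adjusted p = 0.00113). The S-adenosylmethionine synthetase gene Os01g0293000 fell, 8.42 ± 0.11 against 10.29 ± 0.19 (limma, adjusted p = 0.00444), and so did Os04g0175400, 8.26 ± 0.13 against 9.45 ± 0.14 (limma, adjusted p = 0.022). None of these genes had overlapping arrays. With other settings (adjusted p in parentheses) the call of Os04g0175400 ended in 15 of 29 settings, 8 of them leaving out 1 array (0.0548 to 0.148), and that of Os02g0772100 in 8, 4 of them leaving out 1 array (0.0585 to 0.076). For Os01g0293000, Os03g0629800 and Os03g0115800 it ended in 4, 4 and 3. At an adjusted p under 0.05 in limma, 15 probe sets rose and 5 fell in *osnadk1*. Blocking on job, 18 passed, 17 of them shared with the 20 without it, and all 20 had that direction in job A and in job B, though they were chosen on these arrays. Over all probe sets tested the genotype differences of the jobs correlated at 0.137. Without the job A arrays of normal growth, a setting chosen after seeing the data, 39 passed. The genotypes did not overlap at 15.2% of the probe sets tested, where chance gives 10%. At 2-fold and an unadjusted p of 0.05 in limma, 391 were higher and 377 lower. All 238 probe sets of Table S2 had the listed direction without overlap between genotypes, which fixes the direction in each job. In limma 175 of them passed those thresholds and 19 an adjusted p of 0.05 (15 higher, 4 lower, and 18 with job as a block). They were chosen on these arrays, so this is no independent evidence.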

For the plants under drought stressed, a total of 238 genes were differentially regulated more than two-fold in *osnadk1,* with 151 upregulated and 87 downregulated compared with WT (Additional file 7: Table S2; Fig. 6a, b). Based on the annotations in the Rice Annotation Project Database (http://rapdb.dna.affrc.go.jp/) and the MSU Rice Genome Annotation Project Database (http://rice.plantbiology.msu.edu/), the proteins encoded by these differentially expressed genes belonged to many different functional categories, including protein kinases, transporters, transferases, transposons and retrotransposons, transcription factors, ATPases, proteins responsive to stresses and those involved in many essential metabolic processes, e.g., lipid, carbohydrate, and hormone metabolism (Fig. 6c, d). 

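The DUF26 kinase genes Os11g0470500 and Os10g0483400 were at 9.18 ± 0.27 against 6.93 ± 0.30 and 7.92 ± 0.38 against 5.77 ± 0.16 under normal growth (log2 signal in *osnadk1* against WT, mean ± SD of 3 arrays). The MAP kinase kinase kinase genes Os01g0699600 and Os05g0545400 were at 5.23 ± 1.07 against 8.46 ± 0.93 and 6.20 ± 0.90 against 8.39 ± 0.85. The wall-associated kinase gene OsWAK29 was at 5.15 ± 0.11 against 6.91 ± 0.34 and the MAP kinase gene OsMPK3 at 8.49 ± 0.15 against 9.57 ± 0.32. Table S1 counts OsNADK1 among its 12 kinases, of which 2 were higher and 10 lower. All 12 had no overlap between genotypes, which fixes their direction in job A and in job B, and 12 passed 2-fold and an unadjusted p of 0.05 in limma. OsNADK1 alone passed an adjusted p of 0.05 in limma, with and without job as a block, and the DUF26 genes were at an adjusted p of 0.147 and 0.333. The entries were picked by the study on these arrays, so the count is no independent evidence.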

Under normal growth conditions, 12 genes encoding protein kinases were differentially expressed in *osnadk1* compared with WT, in which the two DUF26 kinase-encoding genes were upregulated, whereas the others were downregulated (Additional file 6: Table S1). 

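The GATA zinc finger gene Os02g0806300 fell in *osnadk1* under normal growth, 7.93 ± 0.54 against 9.71 ± 0.09 (log2 signal in *osnadk1* against WT, mean ± SD of 3 arrays; limma, adjusted p = 0.0176), as did the AT-hook gene Os08g0118000, 8.50 ± 0.20 against 9.88 ± 0.28 (limma, adjusted p = 0.0212). The RING finger gene Os02g0681200 (10.20 ± 0.56 against 11.83 ± 0.08), the RHC2A gene Os01g0972000 (7.80 ± 0.24 against 9.93 ± 0.47), the zinc finger gene Os06g0192800 (7.63 ± 0.38 against 9.90 ± 0.40) and the CCR4-NOT subunit 8 gene Os04g0684900 (7.07 ± 0.29 against 9.58 ± 0.54) fell at limma adjusted p between 0.0356 and 0.0361. The CW-type zinc finger gene Os05g0371100 rose, 7.46 ± 0.76 against 3.45 ± 0.85 (at least 4.52-fold; limma, adjusted p = 0.0176). With other settings (adjusted p in parentheses) its call ended in 7 of 29 settings, 3 of them leaving out 1 array (0.0619 to 0.0946), and that of Os04g0684900 in 18, 8 of them leaving out 1 array (0.0591 to 0.198). Of the 31 transcription factor probe sets of Table S1, 29 passed 2-fold and an unadjusted p of 0.05 in limma and 7 an adjusted p of 0.05 (1 higher, 6 lower), or 5 with job as a block. All 31 had no overlap between genotypes, which fixes the listed direction in each job. The list was chosen on these arrays, so it is no independent evidence. Among gene families grouped by name, the 5 DREB1 factors tested, activators of cold and drought genes, had a median of -1.80 log2 units, 5 of 5 negative (-0.98 in job A, -2.99 in job B). Their set test in limma (camera) gave an adjusted p of 0.0155, 0.00366 with job as a block, and an adjusted p = 0.428 with an estimated correlation. It did not pass in job A alone, which has 1 WT array of normal growth (adjusted p = 0.0883), or without WT normal replicate 1 (adjusted p = 0.2) or *osnadk1* normal replicate 3 (adjusted p = 0.253). The 13 JAZ repressors of jasmonate signalling had a median of -1.16, 12 negative (-0.64 in job A, -1.03 in job B), with OsTIFY11e at -3.24 and OsTIFY11d at -1.52 (camera in limma, adjusted p = 2.04e-05, 1.34e-05 with job as a block, and an adjusted p = 0.12 with an estimated correlation). Their mean was 8.81 to 9.74 on the 3 job A arrays of normal growth, 2 of *osnadk1* and 1 of WT, and 9.44 to 10.98 on the other 9. Without those 3 arrays *osnadk1* has 1 array of normal growth, so a fit that leaves them out cannot show whether the JAZ difference holds beyond them. No member of either family passed an adjusted p over all probe sets tested in limma. Adjusted over the list alone, 1 DREB1 factor and 6 JAZ repressors were lower and 1 JAZ repressor higher.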

Among the 31 differentially regulated transcriptional factor-encoding genes, 28 genes were downregulated and only three upregulated in the mutant. However, nine genes encoding transposons or retrotransposons were all upregulated in the mutant. In addition, 10 genes that have been reported to participate in drought tolerance were selected for further analysis by qRT-PCR (Fig. 7). 

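The transposon-annotated gene Os10g0515400 rose in *osnadk1*, 8.23 ± 0.20 against 5.03 ± 0.11 (log2 signal in *osnadk1* against WT, mean ± SD of 3 arrays; limma, adjusted p = 0.0345), and so did Os05g0498800, 8.49 ± 0.26 against 6.59 ± 0.28 (limma, adjusted p = 0.0256). A centromere-specific retrotransposon was at 7.60 ± 0.29 against 5.84 ± 0.30 and the Ty3-gypsy element Os10g0159300 at 8.41 ± 0.40 against 6.71 ± 0.58. All 9 listed probe sets were higher on every *osnadk1* array than on any WT array, and so also in each job. In limma 9 passed 2-fold and an unadjusted p of 0.05 and 2 an adjusted p of 0.05, or 1 with job as a block. The 9 were listed by the study from these arrays, so the count is no independent evidence.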

Among those genes, the three WRKY superfamily genes (*OsWRKY21*, *42* and *70*), a dehydration-responsive element-binding protein (OsDREB1B) gene, an auxin-responsive protein (OsSAUR2) gene and an MYB family transcription factor (OsMYB) gene were all appreciably downregulated in the mutant. Additionally, a gene encoding the calmodulin-related calcium sensor protein OsCML16, and a gene encoding an EF-hand Ca^2+^-binding protein named CCD1, were also severely downregulated in the mutant under normal growth conditions (Additional file 6: Table S1, Fig. 7).

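OsCML16 fell in *osnadk1* under normal growth, 10.47 ± 0.68 against 12.50 ± 0.45 (log2 signal in *osnadk1* against WT, mean ± SD of 3 arrays; log2 fold change -2.03; limma, adjusted p = 0.0382), and so did OsCCD1, 11.38 ± 1.04 against 14.19 ± 0.14 (log2 fold change -2.81; limma, adjusted p = 0.0356). The auxin-responsive gene OsSAUR2 fell from 9.09 ± 0.36 in WT to 4.52 ± 1.50 (limma, adjusted p = 0.0209). In these genes and in OsMYB, at a log2 fold change of -3.13 ± 0.76 (± standard error; limma, adjusted p = 0.289), no *osnadk1* array overlapped a WT array. OsNAC9, at -0.99 ± 0.54, and OsRSUS1, a sucrose synthase gene at -0.38 ± 0.83 (1.66 in job A, -1.10 in job B) and -1.26 ± 0.47 on its other probe set, did not pass in limma (adjusted p of 0.851, 0.943 and 0.736). The values in job A and job B were -1.74 and -1.84 for OsCML16, -2.47 and -3.72 for OsCCD1, and -4.95 and -3.53 for OsSAUR2. Their limma adjusted p with job as a block was 0.0313, 0.0252 and 0.0252. Over all settings the adjusted p ran from 0.0028 to 0.993, from 0.00139 to 0.993 and from 0.00555 to 0.993, and the calls ended in 17, 15 and 6 of 29 settings. OsMYB passed in job B alone (0.0183) and with a job term for each treatment, chosen after seeing the data (0.0399; limma, adjusted p in parentheses). Of 22 calmodulin-like genes tested, 1 passed an adjusted p over all probe sets in limma, OsCML16, and 4 were lower adjusted over the list alone. Their median was -0.02 log2 units (-0.07 in job A, -0.26 in job B; camera in limma, adjusted p = 0.06, 0.0383 with job as a block, and an adjusted p = 0.376 with an estimated correlation).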

**Fig. 6:**
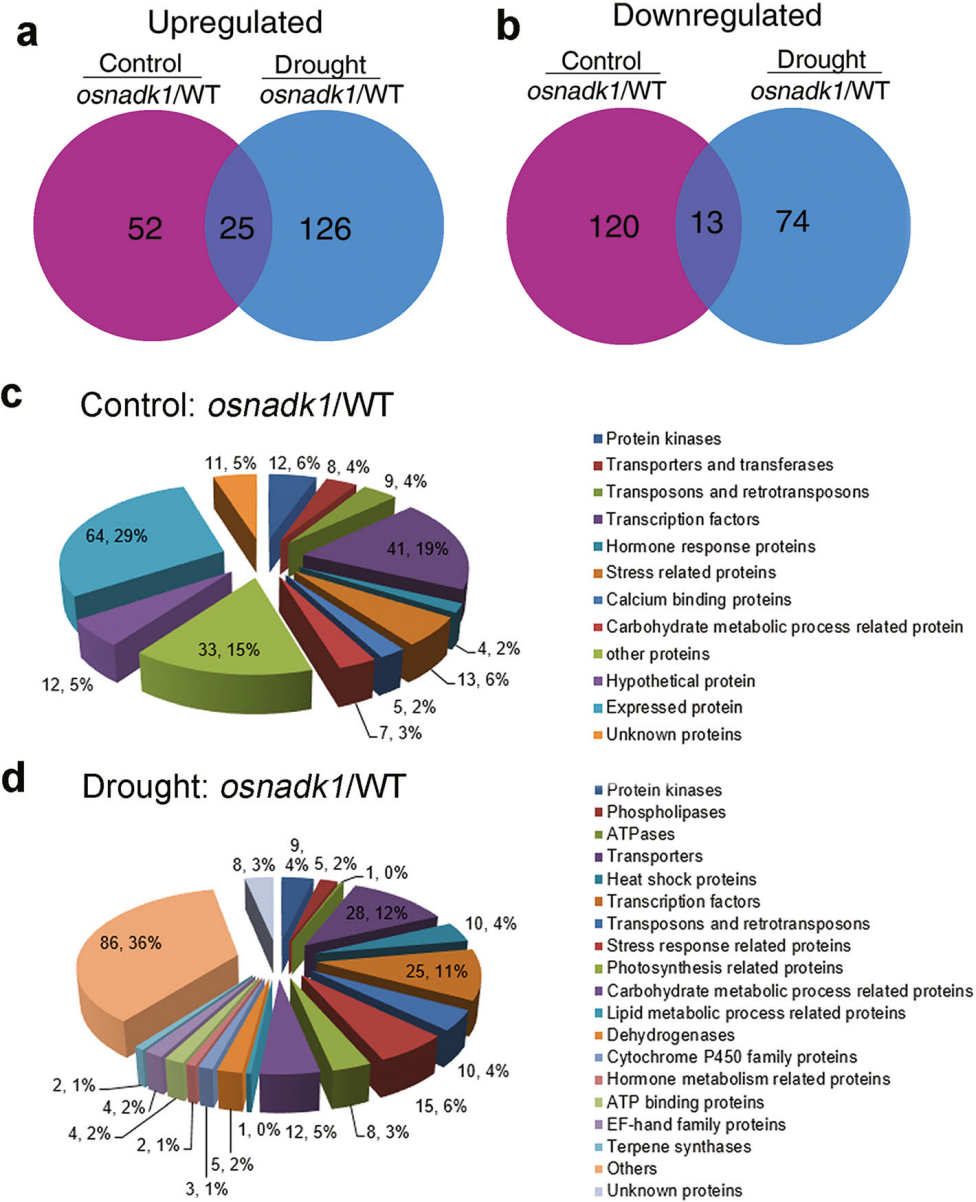
Gene-chip Venn diagrams and functional classification pie charts by function for genes impacted by ablation of *OsNADK1* and drought treatment. **a** and **b** Differences in gene expression between *osnadk1* and WT (cv. Dongjin) plants under normal growth and drought conditions. Number of upregulated (**a**) or downregulated (**b**) genes in *osnadk1* under normal (purple) or drought (blue) conditions and under both experimental conditions (crossing of purple and blue), respectively. **c** and **d** The functional classification of genes that were differentially expressed in *osnadk1* and WT under normal conditions (**c**) and drought conditions (**d**), respectively. The gene number and percentage for each functional category are shown. Only genes for which expression changed by two or more fold (*p* ≤ 0.05) were used to draw the Venn diagrams and pie charts. The values are averages of three independent replicates. Control: soil moisture, 47.3%; drought: soil moisture, 8.5%

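On its other probe set, Os03g0115800 was above WT by 8.09 ± 0.27 under normal growth (log2 fold change ± standard error) and at least 203-fold under drought, where every WT array lay below its own median. Os05g0103800 rose by log2 fold changes of 3.42 and 3.27 in the same order, and Os11g0632200 by 3.18 and 2.68. The PRAS-rich protein gene Os01g0384800, at -2.09 and -1.03, and OsNADK1 were the genes that fell in both conditions. Each of these passed an adjusted p of 0.05 in limma in both conditions, with every *osnadk1* array on one side of every WT array. Under drought the call of Os01g0384800 ended in 24 of 29 settings, 12 of them leaving out 1 array (0.0554 to 0.241) (adjusted p in parentheses). At that adjusted p, 14 probe sets rose in both conditions and 2 fell in both, where independent lists would share 0.00981 and 0.00405. Those that rose include 2 reporter probe sets, and those that fell include the knocked-out OsNADK1. At 2-fold and an unadjusted p of 0.05 in limma, 65 were higher in both and 53 lower in both, where independent lists would share 4.62 and 6.45. Tables S1 and S2 share 25 probe sets listed as higher and 13 as lower. Both conditions were compared on separate arrays, but the same WT and mutant lines stand behind them. The fit also uses the same estimate of the spread of a probe set for both, and the genotypes hold the jobs in the same unequal way in each. The lists are therefore not independent, and the numbers for independent lists may be too low a baseline.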

**Fig. 7:**
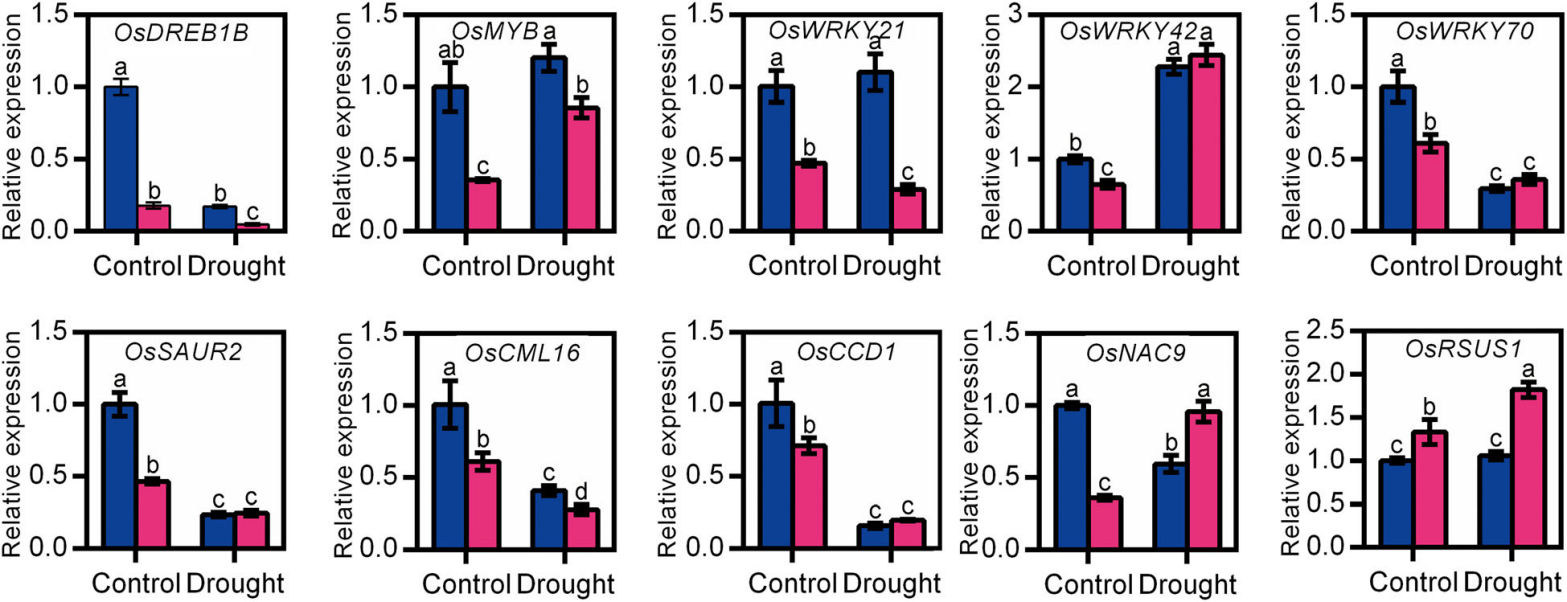
Relative expression levels of several genes that may be related to *OsNADK1* expression in the wild-type (WT, cv. Dongjin) and *osnadk1* mutant under normal growth and drought stress conditions. Four-week-old plants were used for the drought treatment. The gene symbols and primer sequences used for qRT-PCR are listed in Additional file 8: Table S3. Control, watering normally; drought, without watering for 10 days. Data are means ±SD from three independent biological replicates. Bars annotated with different letters represent values that were significantly different by the Tukey method (*p* ≤ 0.05)

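OsSAUR2 was at 8.40 ± 0.55 against 8.97 ± 0.46 under drought (log2 signal in *osnadk1* against WT, mean ± SD of 3 arrays; limma, adjusted p = 0.999). From normal growth to drought, the genotype difference moved by 4.00 ± 0.87 log2 units (± standard error) for OsSAUR2, 2.82 ± 1.08 for OsMYB, 2.07 ± 0.77 for OsWRKY21 and 1.98 ± 0.76 for OsWRKY70. For the sucrose synthase gene OsRSUS1 it moved the other way, by -1.76 ± 1.17. Each of these shifts had an adjusted p of 0.975 in limma. The study picked these genes on these arrays, so that choice may make up part of each shift. In limma the number of probe sets past an adjusted p of 0.05 was 47 under normal growth and 20 under drought (50 and 18 with job as a block). At 2-fold and an unadjusted p of 0.05 it was 928 and 768 (850 and 923 with job as a block). The genotype by drought interaction passed an adjusted p of 0.05 for 0 probe sets in limma, with or without job as a block, and an unadjusted p of 0.05 for 1271.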

Under drought conditions, a larger number of genes involved in more functional categories were differentially expressed in the mutant compared with WT. For example, several genes that were annotated as encoding cytochrome P450s and terpene synthases were differentially expressed in the mutant under drought conditions (Additional file 7: Table S2). 

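The P450 gene Os01g0227500 was at 11.27 ± 0.14 against 9.90 ± 0.27 under drought (log2 signal in *osnadk1* against WT, mean ± SD of 3 arrays), the CYP711A gene Os02g0221900 at 11.47 ± 0.21 against 10.08 ± 0.34 and the CYP71D10-like gene Os06g0640500 at 7.82 ± 0.29 against 6.77 ± 0.33. Both terpene synthase probe sets belong to Os04g0344100, at 7.64 ± 0.86 against 9.87 ± 0.95 and 6.64 ± 0.87 against 9.11 ± 0.85. None had overlapping arrays, so each kept its direction in job A and in job B. In limma 1 of 3 P450 and 2 of 2 terpene synthase probe sets passed 2-fold and an unadjusted p of 0.05, and 0 passed an adjusted p of 0.05 (0.112, 0.997 and 0.999 for the P450 genes, 0.503 and 0.552 for the terpene synthase). They were picked by the study on these arrays, so the counts are no independent evidence. The 8 genes of diterpenoid phytoalexin synthesis tested, a family grouped by name that holds other P450 and terpene synthase genes, had a median of -0.39 log2 units (0.05 in job A, -1.44 in job B), 6 of 8 negative (camera in limma, adjusted p = 0.283). In limma 0 of them passed an adjusted p over all probe sets and 0 adjusted over the list alone.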

Among the 28 genes encoding various transporters, 24 were upregulated in the mutant under drought. 

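The C4-dicarboxylate transporter gene Os01g0623200 was at 6.79 ± 0.22 against 4.83 ± 0.66 under drought (log2 signal in *osnadk1* against WT, mean ± SD of 3 arrays), the amino acid transporter gene Os04g0562100 at 9.30 ± 0.43 against 7.89 ± 0.01 and the aquaporin gene NIP4.1 at 12.24 ± 0.22 against 11.03 ± 0.48. The MATE efflux gene Os08g0562800 was at 9.47 ± 0.06 against 8.43 ± 0.28. The phospholipid-transporting ATPase 10 gene Os05g0100600, too dim to be tested, was at 3.98 ± 0.44 against 5.41 ± 0.22. All 28 listed probe sets (24 higher, 4 lower) had no overlap between genotypes, which fixes their direction in each job. In limma 27 were tested, 18 passed 2-fold and an unadjusted p of 0.05, and 0 passed an adjusted p of 0.05, the smallest being 0.238 for Os08g0562800. With job as a block 23 passed the unadjusted p and 0 the adjusted p in limma. The list was chosen on these arrays, so its counts are no independent evidence.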

Excluding the two Ty3-gypsy subclass retrotransposon genes, which were downregulated in the mutant under drought, a total of eight other transposon and retrotransposon genes were markedly upregulated. In addition, a number of genes related to photosynthesis and carbohydrate, lipid and hormone metabolism were also differentially expressed in the mutant compared with WT under drought (Additional file 7: Table S2). Moreover, in contrast to normal growth conditions, the expression of *OsDREB1B*, *OsWRKY21, OsWRKY70, OsSAUR2*, *OsCML16* and *OsCCD1* was decreased in *osnadk1* by drought, whereas the expression of *OsMYB*, *OsWRKY42, OsNAC9* and *OsRSUS1* was increased in the mutant under this stress (Fig. 7).

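In droughted leaves Os10g0515400 was at 9.43 ± 1.61 against 4.48 ± 0.85 and 8.37 ± 1.09 against 5.04 ± 0.56 on its 2 probe sets (log2 signal in *osnadk1* against WT, mean ± SD of 3 arrays; limma, adjusted p = 0.466 and 0.043). With other settings the call of the second probe set ended in 22 of 29 settings, 11 of them leaving out 1 array (0.0566 to 0.336) (adjusted p in parentheses). The transposon-annotated gene Os05g0498800 rose, 8.64 ± 0.24 against 6.39 ± 0.42 (limma, adjusted p = 0.0104). The Ty3-gypsy elements Os07g0590700 and Os01g0944100 were at 5.40 ± 1.01 against 8.57 ± 1.19 (limma, adjusted p = 0.922) and 3.94 ± 0.28 against 5.35 ± 0.24, the latter too dim to be tested. All 10 listed probe sets had no overlap between genotypes, which fixes their direction in each job. In limma 8 were tested, 7 passed 2-fold and an unadjusted p of 0.05, and 2 an adjusted p of 0.05, or 1 with job as a block. They were listed from these arrays, so the counts are no independent evidence.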

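OsRSUS1 was at 7.57 ± 0.75 against 9.71 ± 0.68 under drought (log2 signal in *osnadk1* against WT, mean ± SD of 3 arrays) and the galactinol synthase 3 gene Os03g0316200 at 9.74 ± 0.90 against 12.57 ± 1.22. The gene of the photosystem II 10 kDa polypeptide, Os07g0147500, was at 12.84 ± 0.38 against 14.30 ± 0.59 and the chloroplast glutamate synthase gene Os05g0555600 at 12.25 ± 0.48 against 13.55 ± 0.42. The monoglyceride lipase gene Os01g0317800 was at 8.75 ± 0.48 against 7.50 ± 0.34, the gibberellin 2-oxidase gene Os04g0407800 at 9.64 ± 0.36 against 8.53 ± 0.50 and the gibberellin receptor gene GID1L2 at 9.32 ± 0.29 against 8.27 ± 0.43. The paper lists 3 photosynthesis probe sets as higher and 5 as lower, and 7 carbohydrate probe sets as higher and 5 as lower. In limma 3 of 8 photosynthesis, 9 of 12 carbohydrate, 1 of 1 lipid and 2 of 2 hormone probe sets passed 2-fold and an unadjusted p of 0.05. In limma 0 in each category passed an adjusted p of 0.05, also with job as a block. The categories were filled from these arrays by the study, so the counts are no independent evidence. The 5 light harvesting and photosystem genes grouped by name had a median of -0.20 log2 units (-0.23 in job A, -0.06 in job B), 4 negative (camera in limma, adjusted p = 0.245), and 0 of them passed an adjusted p in limma, over all probe sets or adjusted over the list alone.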

### Generation of transgenic lines and their drought tolerance assessment

To further clarify the functions of *OsNADK1* in rice, the transgenic *OsNADK1*-overexpressing (OE) and RNA-interference (RNAi) rice lines were generated by an *Agrobacterium*-mediated transfection process using calli from the rice cv. Nipponbare. We obtained a total of 18 independent *OsNADK1*-overexpressing transgenic lines and 20 independent RNA-interference (RNAi) transgenic lines of rice. Three independently generated lines with various *OsNADK1* transcription levels for both the OE and RNAi plants (T2 generation) were selected for further study. The transcription levels of *OsNADK1* were increased by 110-, 130-, and 60-fold in the OE1, OE2, OE3 lines, and decreased by 0.2-, 0.03-, and 0.3-fold in the RNAi1, RNAi2, and RNAi3 lines, respectively (Fig. 8b). However, both types of transgenic plants exhibited no obvious differences in morphology under normal growth conditions compared with WT and the empty-vector transgenic control (VC) plants at the seedling stage (Fig. 8a). Consistent with the transcription level, the NADK activity was also increased in the OE lines but decreased in the RNAi lines (Fig. 8c). Then, four-week-old plants were used for drought treatment, and the transgenic plants showed differences in drought tolerance (Fig. 8a, d). As seen, after 10 days of drought (moderate drought), fewer than half of the RNAi plants were alive, showing their reduced tolerance to drought compared with the WT and OE lines. Following drought treatment for 15 days (severe drought), although the survival rates were not obviously different between the WT and RNAi plants, the OE plants exhibited a higher degree of drought tolerance. The survival rates of the OE2 and OE3 plants were much greater than the WT and RNAi lines. The amount of accumulated proline, which is thought to be associated with the drought tolerance of plants, was also measured in the OE and RNAi lines. Interestingly, although the amount of proline did not differ in the two types of transgenic plants compared with WT (cv. Nipponbare) under normal growth conditions, a higher level was detected in the OE plants under drought (Fig. 8e).

**Fig. 8:**
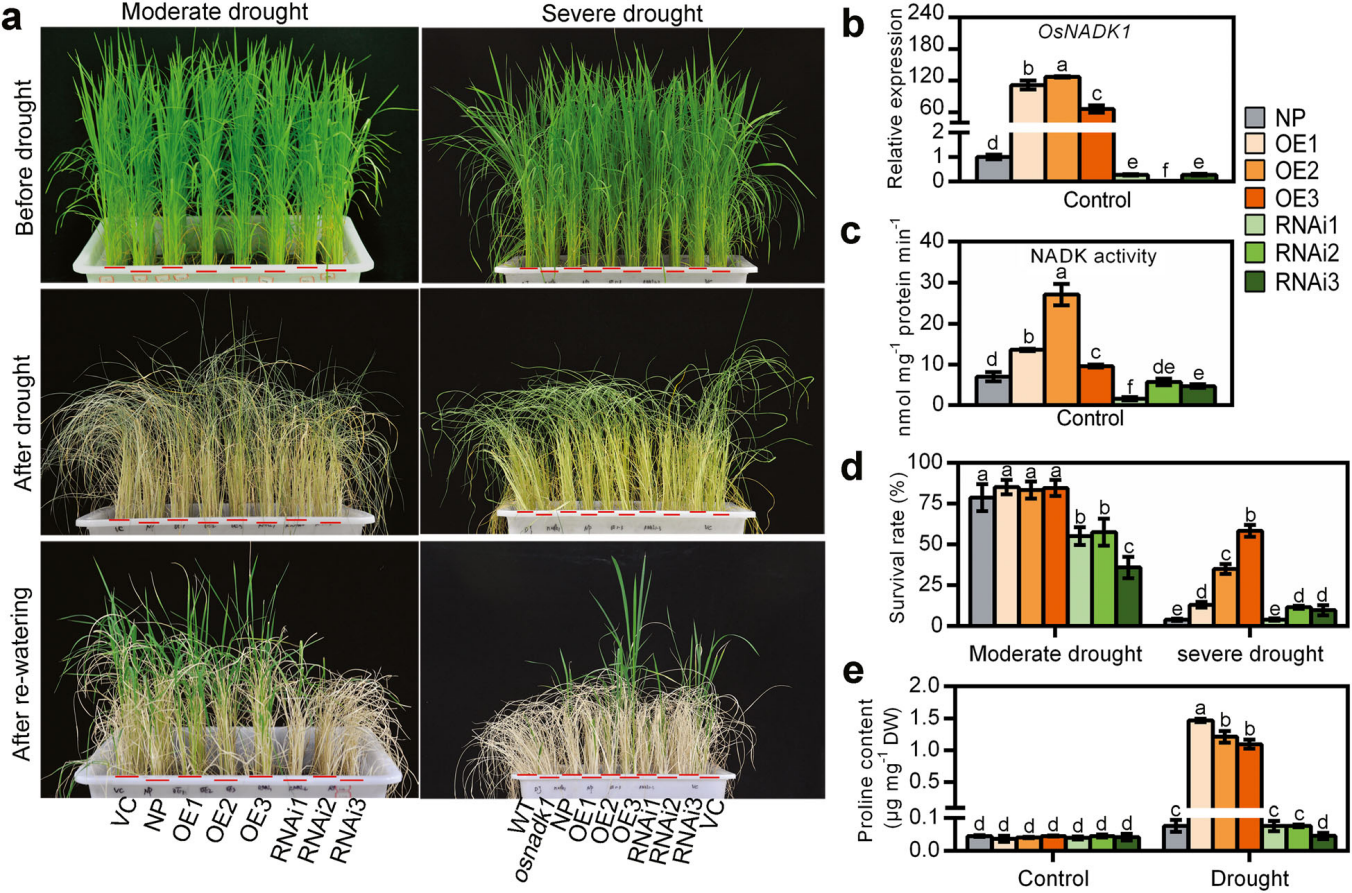
Drought tolerance of Nipponbare (NP), *OsNADK1*-overexpressing (OE) and RNA interference (RNAi) transgenic plants. Four-week-old plants were used for the drought treatment. **a** Phenotypes of the different types of plants before drought treatment (top images), without watering for 10 days (moderate drought) or 15 days (severe drought) (middle images), and with re-watering 1 week (moderate drought) or 2 weeks (severe drought) (bottom images). **b** The transcripts of *OsNADK1* in transgenic lines detected by qRT-PCR under normal conditions. The wild-type of cv. Nipponbare was used as the control. **c** Total NADK activity in leaf samples from the transgenic lines. Samples were collected from the leaves of the control. **d** Survival rates in the different lines. Data are means ±SD from two independent biological replicates. **e** Contents of proline (μg mg^− 1^ DW). WT, cv. Dongjin; NP: cv. Nipponbare; VC: vector control. Data are means±SD from three independent biological replicates. Bars annotated with different letters represent values that were significantly different by the Tukey method (*p* ≤ 0.05)

To further understand the roles of OsNADK1 in the intracellular redox balance, we then tested the redox related indexes in the transgenic plants (Additional file 4: Figure S4). The contents of NADP and ASA as well as the ratios of NADPH/NADP, NADP(H)/NAD(H), and NAD(P)H/NAD(P) in the RNAi lines were largely consistent with the *osnadk1* mutant (Additional file 4: Figure S4). By contrast, these components showed little change in the OE lines compared with WT, while the content of ASA and the ratio of ASA/DHA were greatly increased in the OE plants (Additional file 4: Figure S4). Alternately, the activities of MDHAR, POD and SOD in the RNAi plants were also consistent with the results obtained for *osnadk1* (Additional file 4: Figure S4).

### Expression profiles of stress response-related genes in the OE and RNAi plants

Next, the expression profiles of the 10 selected genes as mentioned above were characterized in the transgenic plants by qRT-PCR (Fig. 9). Genes encoding the transcription factors OsDREB1B*,* OsWRKY21, OsWRKY42, and OsSAUR2 all exhibited expression profiles paralleling that of *OsNADK1*. The expression levels of the four genes were upregulated markedly in almost all the OE lines but downregulated in almost all the RNAi lines (Fig. 9). In addition, *OsWRKY70*, *OsCML16* and *OsNAC9* were downregulated in the RNAi plants, whereas the expression profiles of the other genes were not correlated with *OsNADK1* in the transgenic plants compared to WT (Fig. 9). Considering that the expression profile of *OsDREB1B* well paralleled that of *OsNADK1* and that the promoter region of *OsNADK1* contains a non-conservative element that binds DREB transcription factors, we then examined whether OsDREB1B could bind to the *OsNADK1* promoter to feedback regulate *OsNADK1* expression using the dual-luciferase reporter assay. However, as shown in Additional file 5: Figure S5, OsDREB1B could not directly bind to the promoter of *OsNADK1*, implying that OsDREB1B might function as a downstream of OsNADK1 against drought stress in rice.

**Fig. 9:**
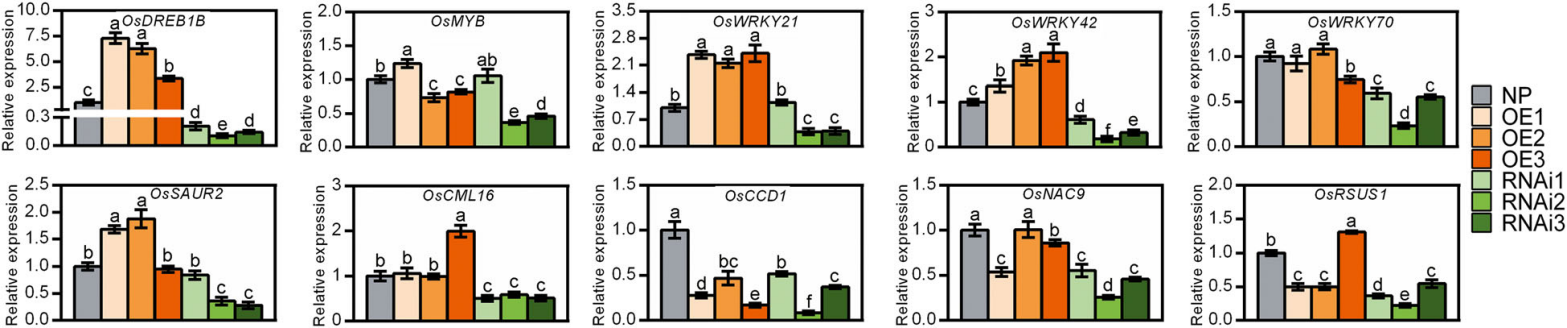
Relative expression levels of genes in transgenic plants detected by qRT-PCR. The gene symbols and primer sequences used for qRT-PCR are listed in Additional file 8: Table S3. Data are means±SD from three independent biological replicates. Bars annotated with different letters represent values that were significantly different by the Tukey method (*p* ≤ 0.05)

## Discussion

The rice genome contains four NADK genes, *OsNADK1* to *4*, which exhibit different expression patterns in different tissues and under diverse external conditions [6]. For *OsNADK3*, lack of function leads to dwarfism and sterility [18]. In the present study, we found that OsNADK1 is a cytosolic protein that may play a role in drought-stress tolerance in rice.

### *OsNADK1* is expressed throughout the rice plant and its transcripts can be strongly stimulated by a variety of environmental factors

The qRT-PCR and GUS reporter results showed that *OsNADK1* was expressed in all examined tissues during all examined developmental stages, with a maximum quantity of transcripts produced by the most vigorous organs at every stage (Fig. 1), indicating that *OsNADK1* functioned in the whole plant and in all developmental stages. Unlike the widespread variety of OsNADK1-organ locations, AtNADK1 was expressed only in the roots of *Arabidopsis* [10]. AtNADK1 is also a cytosolic enzyme that likely supplies NADP to cytosolic enzymes and potentially to organelles [10, 39]. We have previously reported that, in addition to the four rice NADKs, there are four wheat NADKs, two of which, namely, TaNADK1 and TaNADK2, which are homologs of OsNADK1 and OsNADK2, respectively, are cytosolic [6, 12]. In contrast, only three NADKs were found in *Arabidopsis*, and only AtNADK1 is a cytosolic enzyme [10]. Apparently, although OsNADK1 was found in the cytosol (Fig. 2), and its lack of function affected the NADP(H) concentrations (Fig. 5c, d), its function might be different from that of AtNADK1 because of their quite dissimilar expression patterns, as discussed above.

OsNADK1 may contribute to stress tolerance in rice as its transcripts, especially in leaves, are strongly stimulated by a number of environmental factors, including cold, heat, dehydration, oxidative stress and ABA, MeJA and SA treatments (Additional file 2: Figure S2). ABA, JA and SA can trigger three antagonistic signalling pathways in plants that participate in stress defence in conjunction with the reactive oxygen species (ROS) metabolic system [40]. Production of ROS is an intrinsic characteristic of plants when they are faced with environment stresses. Plants protect themselves by increasing their antioxidative activity and antioxidant concentrations [41, 42]. Considering the roles of NADKs in ROS production via NADPH oxidase activity [22] and ROS homeostasis in different subcellular compartments of plant cells [30], the present results suggest that OsNADK1 might be involved in the aforementioned hormone signalling pathways in the cytosol by regulating ROS production.

### OsNADK1 activity affects the intracellular redox balance in rice

The *osnadk1* mutant was sensitive to drought and showed a faster water loss rate (Fig. 4). Additionally, the transgenic plants showed similar phenotypes to *osnadk1* after drought (Fig. 8). Together with the observation that the expression level of *OsNADK1* and the total NADK activities in rice plants could be increased by drought (Fig. 4), it could be concluded that OsNADK1 played a role in drought tolerance in rice.

The role of OsNADK1 in drought tolerance might be involved in its functions in maintaining the intracellular redox balance. As the three major intracellular redox couples, NADPH/NADP, ASA/DHA and GSH/GSSG appear to be the most important ones participating in environmental stress responses [31, 32]. NADKs mainly contribute to NADP production in plant cells, and the resultant NADP could be rapidly reduced to NADPH by a series of NADP-dependent dehydrogenases [30, 34–36]. In addition, Mailloux et al. found that NADK can diminishes oxidative damaged caused by environmental stress with enhanced NADPH biosynthesis in *Pseudomonas fluorescens* [33]. Gray and colleagues found that NADK could regulate the size of the NADPH pool and the NADPH/NADP ratio, thereby influencing the intracellular redox balance and oxidative defence system in rat pancreatic β-cells [27]. The mutant of *AtNADK2* is sensitive to drought with a decreased content of NADP(H) in *Arabidopsis* [15, 28, 34–36]. In the present study, we found that the amounts of NADP and the ratio of NADP(H)/NAD(H) were clearly decreased in the *osnadk1* mutant and RNAi lines but increased in the OE lines under normal conditions, whereas the ratios of NADPH/NADP and NAD(P)H/NAD(P) were increased in the *osnadk1* mutant and RNAi lines (Fig. 5; Additional file 4: Figure S4). In addition, the contents of NAD, NADH, NADP and NADPH and their NADH/NAD and NADP(H)/NAD(H) ratios in *osnadk1* were all lower than WT when the plants were subjected to drought (Fig. 5). These results suggest that OsNADK1 participated in the NADP supply and NAD(H)/NADP(H) balance in rice cells. Loss-of-function of OsNADK1 harmed the NADP supply and NAD(H)/NADP(H) balance and decreased the drought tolerance in rice.

Lack of OsNADK1 also harmed the balance of another two redox couples, ASA/DHA and GSH/GSSG, since the ratios of ASA/DHA and GSH/GSSG were substantially decreased in *osnadk1* under both normal growth and drought stress condition (Fig. 5). Although we were unable to find a direct relationship between the contents of GSH and GSSG and the activity of NADK in the transgenic plants, the contents of ASA and DHA were highly consistent with the activity of NADK in these transgenic plants (Additional file 4: Figure S4). Previously, a decrease in the GSH/GSSG value was observed in *atnadk3*, an *Arabidopsis* AtNADK3 knockout mutant that is sensitive to oxidative stress [16]. Another study has also shown that GSH/GSSG ratios may affect the overall redox potential of cells via NAD/NADP metabolism [5]. In addition, Schwanz and colleagues found that the amount of reduction ASA increases in oak trees under drought conditions despite the decrease in total ASA (ASA + DHA) [43]. In the roots of a salt-sensitive tomato cultivar, Shalata and colleagues have found a decreased amount of ASA but an increased level of DHA when the plants are exposed to a salt environment, leading to a smaller ASA/DHA value [44]. Here we found that, although the amount of total ASA was nearly the same among different *OsNADK1* transgenic plant lines, it was much higher in the OE lines than WT and RNAi lines; in contrast, the amount of DHA was lower in the OE lines than the WT and RNAi lines (Additional file 4: Figure S4). Similar results were also found between *osnadk1* and WT (Fig. 5). These results suggested that the amount of ASA and DHA in rice cells might be related to the activity of OsNADK1.

The role of OsNADK1 in the intercellular redox balance of rice may also be indirectly supported by the results obtained from a set of antioxidant enzymes such as DHAR, MDHAR, GR, CAT, APX, POD and SOD (Fig. 5, Additional file 4: Figure S4). These enzymes were discovered as essential components of the Halliwell-Asada cycle and antioxidant system, playing marked roles in ASA and GSH recycling and ROS degradation when plants are responding to environmental stresses [45, 46]. As such, the activities of these enzymes indirectly influence the intracellular redox balance. Furthermore, when plants are subjected to environmental stresses, the activities of these enzymes are often increased. This increment is considered to be a major hallmark of the stress responses of plants [47–51]. Therefore, although the activities of only three enzymes, DHAR, MDHAR and GR, exhibited much higher levels in the *osnadk1* mutant compared with WT under drought and loss of OsNADK1 appeared to weaken the responsive flexibility of the antioxidant enzymes to drought, the marked upregulation of the activities of these enzymes in *osnadk1* under normal growth condition suggested that the absence of OsNADK1 could trigger a stress response in *osnadk1*, possibly by disturbing the intracellular redox balance in the plants.

### The redox-related OsNADK1 action against drought is complicated

Due to the fundamental role of OsNADK1 in the intracellular redox balance and its increased expression in response to various environmental factors, it is reasonable to assume that OsNADK1 activity participates in stress tolerance. As expected, the results obtained from the microarray analysis and the drought-tolerance tests involving *osnadk1* and/or the transgenic plants (Figs. 4, 6 and 8) showed that OsNADK1 activity was related to drought conditions. Judging from the microarray assay results, under both normal growth and drought conditions, hundreds of genes showed altered expression in *osnadk1* compared with WT (Additional file 6: Table S1, Additional file 7: S2), especially the expression of transcription factor genes, e.g., *OsDREB1B* and *OsWRKY* family members. 

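OsDREB1B, an activator of drought and cold genes, was at 7.25 ± 1.46 against 11.06 ± 0.40 under normal growth (log2 signal in *osnadk1* against WT, mean ± SD of 3 arrays; log2 fold change -3.80, -3.15 in job A and -5.36 in job B; limma, adjusted p = 0.105) and at 8.80 ± 0.95 against 10.44 ± 0.93 under drought (limma, adjusted p = 0.929). Its limma adjusted p under normal growth was 0.045 with job as a block, and over all settings it ran from 0.0173 to 0.993. Under drought OsWRKY42 was at a log2 fold change of -1.67 ± 0.54 (± standard error), OsWRKY71 at -0.93 ± 0.32, OsWRKY21 at -0.85 ± 0.54 and OsWRKY70 at -0.18 ± 0.53, with limma adjusted p from 0.784 to 0.999. Of the 25 transcription factor probe sets of Table S2, 20 passed 2-fold and an unadjusted p of 0.05 in limma and 1, the CW-type zinc finger gene Os05g0371100, an adjusted p of 0.05, also with job as a block. With other settings its call ended in 13 of 29 settings, 7 of them leaving out 1 array (0.0577 to 0.213) (adjusted p in parentheses). The list was chosen on these arrays, so its count is no independent evidence.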

OsDREB1 is a CCAAT-binding transcription factor belonging to the AP2 subfamily. It responds to a number of abiotic/biotic stresses, and its transgenic plants exhibit greater tolerance to various environment stresses [52–56]. Ito and colleagues found that *OsDREB1A* expression does not respond to a large concentration of NaCl and drought conditions, but its overexpressing lines have enhanced tolerance to both conditions [52]. In addition, Ishizaki and colleagues found that when *OsDREB1B* is overexpressed in an upland rice cultivar, the plants have an enhanced tolerance to drought [56]. The expression of *OsDREB1B* is decreased in *osnadk1* and the RNAi transgenic plants but greatly upregulated in OE plants in parallel with OsNADK1 activity (Additional file 6: Table S1; Figs. 7 and 9), showing that OsDREB1B is related to the OsNADK1-mediated stress tolerance. OsDREB1B might participate downstream of the OsNADK1-mediated process during stress tolerance, even though it could not directly bind to the *OsNADK1* promoter (Additional file 5: Figure S5). In fact, many studies have shown that DREBs act as redox-responsive transcription factors in plants, as their activity results in the adjustment of the cytoplasmic redox state [57–59]. For instance, Desikan and colleagues found that the expression of DREB2A is controlled by the cellular redox state [60]. Therefore, it is reasonable to believe that the functions of OsDREB1B in OsNADK1-mediated stress tolerance might also be controlled by the cellular redox state because OsNADK1 activity impacts for the intracellular redox balance in rice, as discussed above.

It has been reported that overexpression of OsDREB1A can increase the amount of free proline under normal and stress conditions [52]. Overexpression of SiARDP, an ABA-responsive DREB-binding protein from foxtail millet, can also enhance the drought and salt tolerance of transgenic *Arabidopsis* plants with greater proline accumulation under drought in the transgenic plants [61]. Overexpression of the buckwheat DRE-binding transcription factor gene *FeDREB1* enhances the drought tolerance of a transgenic *Arabidopsis* line and increases its proline content [62]. Guerrier and colleagues also reported that the proline content may be related to the variation in NADP(H) content controlled by NADK when the calli of soybeans are grown for a short time under aphotic and NaCl conditions [63]. Ruiz and colleagues found a correlation between Ca^2+^/CaM-dependent NAD kinase activity and proline metabolism in green bean when the plants were subjected to cold shock, and later, they found that the relationship is also an adaption to short-term salt stress [64, 65]. These results suggest a relationship between NADK and DREB activities and proline content in plant stress tolerance.

WRKY transcription factors, which contain the conserved WRKYGQK sequence at their N-terminals, are important for the regulation of gene expression, defence responses, and growth regulation [66–70]. In *Arabidopsis*, many WRKY family genes have been found to be redox-sensitive [57]. In rice, at least eleven WRKY transcription factors have been reported to regulate the response of the plant to *Magnaporthe oryzae*, and OsWRKY42 was found to act as a transcriptional repressor, negatively regulating the response of rice to blast fungus by suppressing genes related to JA signalling [71]. In the present study, the expression of a set of WRKY family genes, including *OsWRKY21*, *24*, *28*, *42*, *69*, *70*, and *71,* was affected by the absence of OsNADK1. Among these genes, seven were downregulated in *osnadk1* compared with WT, even under normal growth conditions (Additional file 6: Table S1, Fig. 7), indicating that these WRKY transcription factors might also participate in the OsNADK1-mediated process. However, only *OsWRKY21* and *OsWRKY42* were highly co-expressed with *OsNADK1* (Fig. 9). 

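OsWRKY21 was at 6.20 ± 0.75 against 9.12 ± 0.99 under normal growth (log2 signal in *osnadk1* against WT, mean ± SD of 3 arrays), OsWRKY42 at 4.75 ± 1.00 against 7.43 ± 0.41 and OsWRKY70 at 6.73 ± 0.41 against 8.89 ± 0.90. OsWRKY71 was at 9.45 ± 0.41 against 11.09 ± 0.32, OsWRKY69 at 8.91 ± 0.34 against 10.37 ± 0.26, OsWRKY24 at 7.98 ± 0.29 against 9.17 ± 0.36 and OsWRKY28 at 7.93 ± 0.32 against 8.95 ± 0.29. In all of these WRKY genes every *osnadk1* array lay below every WT array, so the difference was negative in job A and in job B too. Over all arrays none of them passed an adjusted p of 0.05 in limma (0.0965 for OsWRKY21, 0.11 with job as a block, and up to 0.848 for OsWRKY28), and all but OsWRKY28 had an unadjusted p under 0.05. Over all settings the adjusted p of OsWRKY21 ran from 0.0377 to 0.993. It passed in job A alone for OsWRKY21 (0.0377) and OsWRKY71 (0.0183), without WT drought replicate 2 for OsWRKY71 (0.042) and without *osnadk1* normal replicate 3 for OsWRKY42 (0.0208). They were picked by the study on these arrays. The 6 WRKY genes grouped by name, which include OsWRKY24 and OsWRKY71, had a median of -0.05 log2 units (-0.28 in job A, -0.65 in job B), 4 negative (camera in limma, adjusted p = 0.404). Of these 0 passed an adjusted p in limma over all probe sets, and 2 were lower adjusted over the list alone.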

Recently, Cheng and colleagues reported that *OsWRKY42* RNAi plants enhance the tolerance of rice against *M. grisea*. However, the tolerance is diminished when *WRKY42* is overexpressed [71]. Our results are not consistent with the findings of Cheng and colleagues because we observed an appreciable increase in expression of *OsWRKY21* and *OsWRKY42* in the *OsNADK1*-overexpressing plants but a decrease in the RNAi plants (Fig. 9).

Additionally, the genes *OsCML16* [72], *OsCCD1* [73], *OsNAC9* [74, 75] and *OsRSUS1* [76] have been reported to participate in the resistance of plants to various stresses. In the present study, we found that these genes might also participate in the activities of OsNADK1-mediated drought tolerance, although they did not exhibit a highly consistent co-expression pattern with *OsNADK1* in WT, *osnadk1*, or both transgenic plants (Additional file 6: Table S1, Additional file 2: Figure S2, Figs. 7 and 9).

## Conclusions

In this study, a cytosol-localized NADK, OsNADK1, was cloned and characterized in rice. OsNADK1 affects the intracellular redox balance and functions in drought tolerance of rice. A redox-related mechanism might contribute to the OsNADK1-mediated stress tolerance, possibly affecting the proline content in rice. Considering the fact that overexpression of *OsNADK1* gene enhanced the tolerance of transgenic plants to drought, the results obtained here also suggest that OsNADK1 may act as a candidate for improving drought tolerance of rice by biotechnological approaches.

## Methods

### Characterization of *OsNADK1* expression at different rice developmental stages

The expression profiles of *OsNADK1* during different rice developmental stages and in tissues affected by different environmental factors were examined by real-time PCR (qRT-PCR) with *OsActin1* and *OsUBQ* as the internal controls [77]. Total RNA was extracted from the tissues using RNAiso™ Plus reagent (Takara, Dalian, China) and then treated with RNase-free DNase I (Takara). The concentration and quality of the RNA samples were measured using a NanoDrop 1000 spectrophotometer (Thermo, Waltham, MA, USA). First-strand cDNA was synthesized using EasyScript First-Strand cDNA Synthesis SuperMix kit reagents (TransGen Biotech, Beijing, China). Expression levels of *OsNADK1* were quantitated using UltraSYBR Mixture kit reagents (Kangwei, Beijing, China) and a CFX96 Touch Real-Time PCR Detection system (Bio-Rad, Hercules, California, USA). The primer sequences used are shown in Additional file 8: Table S3. The RT-PCR experiment was carried out in three biological repeats, each with three technical replicates.

### Subcellular location of OsNADK1

The *OsNADK1* coding region was cloned into a modified pUC18 vector between a 35S promoter and a sequence encoding GFP using reagents from a One-Step Directional Cloning kit (Novoprotein, Shanghai, China). The 35S:*OsNADK1*-*GFP* plasmid and control 35S:*GFP* plasmid were separately transfected into rice protoplasts using a polyethylene glycol-calcium-mediated system [78]. After incubation for 16 h at 25 °C with shaking at 40 rpm under aphotic condition, the protoplasts were examined using an A1R confocal microscope (Nikon, Tokyo, Japan). For nuclear staining, the DAPI stock solution was diluted to 300 nM in PBS buffer, and the solution was then added to the W5 solution with protoplasts for 30 min. The samples were examined using an A1R confocal microscope.

### Identification of cis-acting elements in the *OsNADK1* promoter, cloning and transfection of the *OsNADK1* promoter: GUS construct, and GUS staining in transfected rice organs

The *OsNADK1* promoter sequence was obtained from the Joint Genome Institute website (https://phytozome.jgi.doe.gov/pz/portal.html) and analysed with PlantCare (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/) [6]. The promoter sequence was cloned into a pCAMBIA1301 vector (replacing the 35S promoter) to control GUS gene expression using One-Step Directional Cloning kit reagents (Novoprotein). The vector was introduced into rice calli (cv. Nipponbare) by *A. tumefaciens*-mediated transfection as described previously [79]. The tissues and organs at each development stage of the transgenic plants were submerged into a GUS-staining solution and dehydrated under a vacuum for 30 min. The samples were then held at 37 °C for 2 days and decolorized in ethanol before photographing them with a Nikon D90 camera [80].

### Mutant identification and transgenic plant generation

The *osnadk1* mutant line PFG_1A-07609.R and its WT line cv. Dongjin were purchased from Pohang University of Science and Technology, Korea. The homozygotes were identified by PCR as described previously [77]. The homozygous *OsNADK1* knockouts were screened by general PCR with three primers: Left primer (LP), 5′- GAGCCTCTGCACCCTTATTG-3′, Right primer (RP), 5′-TGCTTTTGCAACAGCTTCAG-3′, and T-DNA primer (BP), 5′-AACGCTGATCAATTCCACAG-3′. The T-DNA insertion copies of *osnadk1* were detected by southern blotting with the DIG High Prime DNA Labeling and Detection Starter Kit II as we have described previously [77]. The genomic DNA of WT and *osnadk1* was digested with BamHI and SacI, respectively. The DIG-labelled probes were as follows: 5′ -CTTCTCGTTGGGGTCTTTGC-3′ and 5′ -CATTTCTTGTTTGTGCTGTTCTC-3′. The expression level of *OsNADK1* in the mutant was tested by semi-quantitative PCR and qRT-PCR. The number of cycles was 40 for both experiments. The primers used are listed in Additional file 8: Table S3. Chlorophyll was extracted with 95% ethanol from 0.1 g four-week-old seedlings utilizing the method of Yang et al. [81]. The samples were ground into homogenate and then filtered into a 25-mL brown glass volumetric flask. The extracts were measured at 665 and 649 nm.

To construct the *OsNADK1*-overexpressing transgenic plants, the CDS of *OsNADK1* was cloned into pCAMBIA1301 (modified) under the ubiquitin promoter. The primers used were as follows: forward, 5′ - cgg***GGTACC***ATGTCGCTCGACGAGCTTCC - 3′ (KpnI site in bold/italics, lowercase letters protecting the bases) and reverse, 5′ - ccg***GAGCTC***TCAATCACGCGGGCCGTCG - 3′ (SacI site in bold/italics, lowercase letters protecting the bases). The RNAi vector was constructed by choosing the highly specific products of OsNADK1 as the RNAi sequence. The primers used were as follows: forward, 5′ - ggg***GGTACCACTAGT***CTTGGTGGTGATGGGACTGTT - 3′ (bold/italics are the restriction enzyme sites KpnI and SpeI, lowercase letters are protecting the bases) and reverse, 5′ - ggg***GGATCCGAGCTC***GAATATGCCGTGCTTCCAGAT - 3′ (bold/italics are the restriction enzyme sites BamHI and SacI). The products were linked in the forward and reverse directions into the pTCK303 vector, respectively, to form a hairpin structure. The transformation vectors were introduced into *Agrobacterium tumefaciens* stain EHA105. The calli of rice (cv. Nipponbare) were used for genetic transformation [79]. The expression level of *OsNADK1* in the transgenic lines was detected by qRT-PCR with *OsActin1* and *OsUBQ* as the internal controls. The primers used for the qRT-PCR analysis are listed in Additional file 8: Table S3.

### Characterization of redox couples and enzymatic antioxidant activity

Contents of NAD(P) and NAD(P)H were measured according to the method described by Gibon and Larher [82]. The experimental procedure was carried out according to the protocol supplied with the NAD(H) and NADP(H) measurement kits (KeMing, Suzhou, China). The standard curves were as follows: NAD, y = 0.0416x-0.0139, R^2^ = 0.9986; NADH, y = 0.0351x + 0.0137, R^2^ = 0.9997; NADP, y = 0.0152x + 0.1182, R^2^ = 0.9992; NADPH, y = 0.2486x + 0.2607, R^2^ = 0.9996. The 0.1-g sample was homogenized in 1 mL acid extract (for NAD and NADP) or 1 mL alkaline extract (for NADH and NADPH) on ice. The homogenates were boiled for 5 min, cooled on ice, and then centrifuged at 10,000 g, 4 °C for 10 min. The supernatants were transferred into another clean Eppendorf tube, and after addition of the same volume of alkaline or acid extract for neutralization, the samples were centrifuged at 10,000 g, 4 °C for 10 min. The resultant supernatants were kept on ice for detection. The NAD(P)H can turn 3-(4,5-dimethyl-2-thiazolyl)-2,5-diphenyl tetrazolium bromide (MTT) into formazan by a reduction reaction with the help of phenazine methosulfate (PMS) as a hydrogen carrier. NAD reduced to NADH in the presence of alcohol dehydrogenase, and NADP reduced to NADPH by 6-phosphogluconate dehydrogenase, and then the contents of NADH and NADPH were measured by the MTT method as described above.

Contents of ASA and DHA were determined according to Queval and Noctor [83] as well as Ueda et al. [84]. The assays were performed as follows: 100 mg leaf tissue were ground into powder in liquid nitrogen and then extracted with 1 mL 0.2 M HCl. After centrifugation at 14000 rpm, 4 °C for 10 min, an aliquot of 0.5 mL supernatant was added to 100 μL 0.2 M phosphate buffer pH 5.6 and vortexed. The samples were then neutralized by addition of 400 μL 0.2 M NaOH to adjust the pH to 4–5. To measure the reduced form, ascorbate (ASA), the mixture of 100 μL 0.2 M phosphate buffer pH 5.6, 55 μL H_2_O and 40 μL of the neutralized extracts in the plate wells was measured at A_265_. After the first read, 5 μL ascorbate oxidase (AO, 40 unit mL^− 1^) was added to the mixture followed by continuous reading for 5 min. To measure the oxidized form, dehydroascorbate (DHA), and the total ascorbate, the separate extract aliquots were treated with a DHA-reducing compound such as dithiothreitol (DTT). An aliquot of 0.1 mL neutralized extracts was mixed with 0.14 mL 0.12 M phosphate buffer pH 7.5 and 10 μL 25 mM DTT. After incubation at room temperature for 30 min, triplicate aliquots of 40 μL of the incubated extracts were assayed as described for ASA.

Contents of GSH and GSSG were measured using the GSH and GSSG assay kit (Beyotime, Shanghai, China) based on the 5,5′-dithiobis (2-nitrobenzoic acid) (DTNB)-GR recycling assay as described by Rahman et al. [85]. The samples were ground into powder in liquid nitrogen. Every 10 mg sample was added to 30 μL protein removal reagent M, vortexed, and supplemented with 70 μL reagent M for homogenization at 4 °C for 10 min. After centrifugation at 10,000 g, 4 °C for 10 min, the supernatants were used for total GSH measurements. Ten microliters of the sample extracts and reagent M was added to 150 μL total GSH assay liquid (glutathione reductase, DTNB stock solution and total GSH assay buffer). After incubation for 5 min at 25 °C or room temperature, the reaction was started by addition of 50 μL NADPH (0.16 mg mL^− 1^) and then monitored at 412 nm. GSSG was measured as follows: 100 μL extracts was added to 5 μL GSH removal auxiliary liquid, vortexed, and supplemented with 1 μL GSH removal reagent, 25 °C for 60 min. The total GSH assay method was then repeated.

Determination of the activities of antioxidant system enzymes, namely, dehydroascorbate reductase (DHAR, EC 1.8.5.1), monodehydroascorbate reductase (MDHAR, EC 1.6.5.4), glutathione reductase (GR, EC 1.8.1.7), catalase (CAT, EC 1.11.1.6), ascorbate peroxidase (APX, EC 1.11.1.11), peroxidase (POD, EC 1.11.1.7) and superoxide dismutase (SOD, EC 1.15.1.1), was performed as described by Duan et al. [86] and Noctor et al. [87]. Leaf samples (0.5 g) were homogenized in sodium phosphate buffer (0.05 M, pH 7.0). The extracts were centrifuged at 10,000 g, 4 °C for 20 min, and the supernatants were used for the enzyme assays. DHAR activity was measured in 0.1 M phosphate buffer (1 mL) containing 0.2 mM DHA, 2.5 mM GSH, 1 mM EDTA (pH 7.0) and 20 μL extracts, monitored at 265 nm for 3 min. MDHAR activity was assayed in 50 mM HEPES buffer (pH 7.6, 1 mL) containing 0.25 mM NADPH, 2.5 mM ascorbate and 50 μL extracts. The reaction was then started by addition of 5 μL of 0.4 units AO at 340 nm for 3 min. GR activity was measured in 0.1 M phosphate buffer (pH 7.5, 1 mL) containing 0.1 mM NADPH, 1 mM EDTA and 100 μL extracts. The reaction was started by addition of 10 μL of 50 mM GSSG and monitored at 340 nm for 3 min. CAT activity was measured in the mixture (3 mL) containing 15 mM sodium phosphate buffer (pH 7.0), 10 mM H_2_O_2_ and 0.1 mL extracts, and the absorbance was recorded at 240 nm for 3 min. APX activity was measured in the 50 mM potassium phosphate buffer (pH 7.0) containing 1.0 mM EDTA, 0.3 mM ASA and 50 μL extracts. The reaction was started by addition of 20 μL of 9 mM H_2_O_2_ and monitored at 290 nm for 3 min. POD activity was measured in the 50 mM potassium phosphate buffer (pH 7.0) containing 20 mM guaiacol and 10 μL extracts. The reaction was started by addition of 10 μL H_2_O_2_ and monitored at 470 nm for 3 min. SOD activity was measured in the 50 mM potassium phosphate buffer (pH 7.8) containing 13.37 mM DL-methionine, 77.12 μM nitro-blue tetrazolium, 0.1 mM EDTA, and 2.0 μM riboflavin. Then, 0.1 mL of the extracts and 3.9 mL buffer were added to two tubes. One tube was placed under photic condition for 15 min, and the other was exposed to aphotic condition as the control. In addition, 0.1 mL potassium phosphate buffer and 3.9 mL buffer were added to a tube as the photic control.

The total NADK activity was measured using a NADK-assay kit (KeMing, Suzhou, China). Leaf samples (0.1 g) were homogenized in 1 mL extracts on ice. The extracts were centrifuged at 8000 g, 4 °C for 10 min, and the resultant supernatants were used for the enzyme assays. Twenty microliters of the extracts were mixed with 80 μL working solution I and then incubated at 25 °C for 15 min, boiled for 2 min, and cooled on ice. After centrifugation at 10,000 g, 25 °C for 10 min, 25 μL supernatants were added to 110 μL working solution II and 110 μL working solution III. After mixing, NADP production was measured at 600 nm for 3 min. The activity of NADK was calculated as follows: NADK (nmol min^− 1^ mg^− 1^ protein) = 812*(∆A - 0.004)*V/(V*Cpr*T), where ∆A denotes the change in absorbance, V denotes the volume of the extract in the reaction, Cpr is the content of protein, and T is the reaction time.

### Assessment of stress tolerance and proline contents

Four-week-old wild-type (WT, cv. Dongjin or cv. Nipponbare), *osnadk1*, and OE and RNAi transgenic seedlings grown in soil (Matrix: soil = 1:1) were exposed to drought conditions. The WT and *osnadk*1 were planted in pots with a size of 25*15*15 cm, and the WT and OE and RNAi transgenic seedlings were planted in pots with a size of 45*25*20 cm. The greenhouse was kept at 26 °C with a 12/12-h day-night cycle. When the seedlings had been living without water for 10 days (moderate drought period, physiological measurements were made) or for 2 weeks (severe drought treatment), the plants were irrigated respectively and then the survival rates measured. After the drought-stress treatments and water recovery, the plants that still had green and healthy young leaves were considered to have survived. To measure the survival rates, at least 25 plants from each line, each with three biological repeats, were included in the experiments.

Proline content was measured as described previously [88]. Samples were boiled in a 3% (w/v) sulfosalicylic acid solution for 10 min. After cooling to room temperature, the extracts were filtered separately through a Whatman 9-cm filter, and the filtered liquid was used for measurements of proline as reported.

### Microarray gene expression assay

GeneChip rice-genome arrays (Affymetrix, Santa Clara, CA, USA) were used to characterize global gene expression and were performed by Shanghai Bohao Corporation (Shanghai, China). Rice WT (*O. sativa* ssp. *japonica* cv. Dongjin) and *osnadk1* mutant seeds were used for the experiment. The sample treatments and experimental processes have been described previously [77]. Only genes with transcript levels that had increased or decreased more than two-fold with associated *p*-values < 0.05 were used in the Venn diagrams and pie charts and further analysed.

### Transient transcriptional activity assay using the dual-luciferase system

The promoter of *OsNADK1* was used for the transient transcriptional activity assay as a reporter and cloned into the PGL3 dual luciferase vector [89] instead of the 2 × 35S promoter to control Rluc (Renilla Luciferase). The primers used were as follows: forward, 5′ - ccgGAGCTCGGGCAAGTTCAAATCAGTGG - 3′ (SacI site in bold/italics, lowercase letters are protecting the bases) and reverse, 5′ - ctaGCTAGCGGCGGCGCGATCCGGCGGTT - 3′ (NheI site in bold/italics, lowercase letters are protecting the bases). The OsDREB1B-eGFP construction was used as the effector and empty eGFP vector as the control effector (Additional file 5: Figure S5a). The CDS of *OsDREB1B* was cloned into the pUC18 (modified) vector using one-step directional cloning kits (Novoprotein, Shanghai, China) between the 35S promoter and GFP protein. The primers for OsDREB1B-eGFP construction were as follows: forward, 5′ - GTCGACTCTAGA***GGATCC***ATGGAGGTGGAGGAGGC - 3′ and reverse, 5′ - CTTGCTCACCAT***GGATCC***GTAGCTCCAGAGCGGCAT - 3′ (BamH1 site in bold/italics). The two effectors and one reporter were then co-transformed into rice protoplasts, respectively, using the PEG-Ca^2+^ mediated system [78, 89–91]. The transformational protoplasts were gently shaken at 25 °C in the dark. After incubation at 16 h, the protoplasts were transferred to a 1.5-ml Eppendorf tube and centrifuged at 1300 rpm for 5 min. The pellets were resuspended in 20 μL lysis buffer (0.1 M potassium phosphate, 1 mM DTT, pH 7.8). The cells were then frozen and thawed twice and centrifuged at 12,000 rpm, 4 °C for 10 min. The resultant supernatants were transferred into another clean Eppendorf tube to detect the luciferase activity using the Dual-Luciferase® Reporter Assay System (Promega, Madison, Wisconsin, America). For each plasmid combination, six independent transformations were performed.

### Statistical analyses

SPSS 19 software (SPSS, Inc., Chicago, IL) was used for the statistical analyses. Differences were considered significantly at *p* ≤ 0.05 based on the Tukey method or one-way ANOVA.

## Supplementary information

**Additional file 1 **: **Figure S1.** The promoter sequence of *OsNADK1* and its cis-element analysis. The cis-elements were scanned and identified by the PlantCARE programme (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/) with the 2000-bp upstream nucleotide sequence of the *OsNADK1* CDS (coding sequence).

**Additional file 2 **: **Figure S2.** Analyses of *OsNADK1* expression in response to abiotic stresses and hormonal treatments. Relative expression of *OsNADK1* under different abiotic stresses and hormonal treatments, including ABA (100 μM), MeJA (100 μM), SA (0.5 mM), cold (4 °C), heat (40 °C), oxidative stress (30 μM MV), salt stress (200 mM NaCl) and dehydration stress (20% PEG-6000) after 12 h and 24 h of treatment were detected by qRT-PCR. Two-week-old seedlings were used for the analysis. Different letters above the bars represent significant differences by the Tukey method (*p* ≤ 0.05).

**Additional file 3 **: **Figure S3** Southern blot analysis of the T-DNA insertion. M, marker; L1 and L2, WT plants (cv. Dongjin); L3 and L4, *osnadk1* mutant plants; L5, positive control. L1 and L3, *Bam*HI single enzyme digestion; L2 and L4, *Sac*I single enzyme digestion.

**Additional file 4 **: **Figure S4.** Intracellular redox status, activities of antioxidant enzymes and proline content of NP (cv. Nipponbare), *OsNADK1*-overexpression (OE) and RNA interference (RNAi) plants under normal conditions. (a-d, i-k, m-o) The contents of NAD and NADH; NADP and NADPH; GSSG, GSH and (GSSG+GSH); ASA, DHA and (ASA + DHA), respectively. (e-h, j, p) The ratios of NADH/NAD, NADPH/NADP, NADP(H)/NAD(H), NAD(P)H/NAD(P), GSH/GSSG, and ASA/DHA, respectively. (q-w) The enzyme activities of DHAR, MDHAR, GR, CAT, APX, POD and SOD, respectively. All data are the means ± SD and are representative of similar results from three independent experiments. Different letters above the bars represent significant differences by the Tukey method (*p* ≤ 0.05).

**Additional file 5 **: **Figure S5.** Dual luciferase reporter assay system analysis of transcriptional activity. (a) Diagrammatic drawings of the effector and reporter plasmids used in the transcriptional activation in rice protoplasts. RLUC, renilla luciferase; FLUC, firefly luciferase. (b) The *OsNADK1*_*Pro*_: *RLUC* - 2 × 35S: *FLUC* reporter vector was transiently expressed in rice protoplasts together with the control vector (35S: GFP) or OsDREB1B effector, respectively. Data are means±SD from 6 independent biological replicates. Bars annotated with different letters represent values that were significantly different (*p* ≤ 0.05) according to one-way ANOVA.

**Additional file 6 **: **Table S1.** Differentially expressed gene groups in the *osnadk1* mutant compared with WT under normal growth conditions.

**Additional file 7 **: **Table S2.** Differentially expressed gene groups in the *osnadk1* mutant compared with WT under drought stress conditions.

**Additional file 8 **: **Table S3.** The primer sequences used in the study.

## Data Availability

The data used and analysed during the current study are available and shared at NCBI under accession number GSE93917 (microarray).

## Abbreviations

ABA: abscisic acid
APX: ascorbate peroxidase
ASA: ascorbate
CAT: catalase
DHA: dehydroascorbate
DHAR: dehydroascorbate reductase
Fluc: firefly luciferase
GFP: green fluorescent protein
GR: glutathione reductase
GSH: reduce glutathione
GSSG: oxidized glutathione
GUS: β-glucuronidase
MDHAR: Monodehydroascorbate reductase
MeJA: methyl jasmonic acid
MV: methyl viologen
NADK: NAD kinase
OE: overexpressing
POD: peroxidase
qRT-PCR: quantitative real-time RT-PCR
Rluc: renilla luciferase
RNAi: RNA interference
SA: salicylic acid
SOD: superoxide dismutase
WT: wild-type

# Supplementary material for: The NAD kinase OsNADK1 affects the intracellular redox balance and enhances the tolerance of rice to drought
**Source:** BMC Plant Biol. 2020 Jan 7;20:11. doi: 10.1186/s12870-019-2234-8
**Supplement:** Supplementary file 8 — Additional file 8 : Table S3. The primer sequences used in the study.

Table S3 The primer sequences used in the study.

| Gene Name | Gene_Symbol | Primer Sequences | Amplicon Length |
| --- | --- | --- | --- |
| For real-time PCR | | | |
| *OsActin1* | Os03g0718100 | F: GTGGTCGCCCCTCCTGAAAG | 170bp |
| R: GGCTTAGCATTCTTGGGTCCG |
| *OsUBQ* | Os02g0634800 | F: CCGTTTGTAGAGCCATAATTGCA | 76bp |
| R: AGGTTGCCTGAGTCACAGTTAAGTG |
| *OsNADK1* | Os01g0957000 | F: GATGGGACTGTTTTATGGGCT | 181bp |
| R: CATGGCACTGTAGACGGTTTC |
| *OsDREB1B* | Os09g0522000 | F: AGTAGGCAATGAGACTGAGGATG | 87bp |
| R: ATCAGATGGAATCACAAAAGGAG |
| *OsMYB* | Os01g0298400 | F: TGCCACTCACCTGACCCGT | 102bp |
| R: GGTCATCAGGTGGTGGTTCG |
| *OsWRKY21* | Os01g0821600 | F: GAACTAATGCCACCTGCCGT | 244bp |
| R: CATTCAAGAACTCCCACACCG |
| *OsWRKY42* | Os02g0462800 | F: ATGCAGTCTGCTTCAGATTATGCT | 101bp |
| R: GACGCCTTCCGTTTTTTCTTG |
| *OsWRKY70* | Os05g0474800 | F: ACGGGAGCGTCTTACTCTTACAC | 95bp |
| R: TCGTCTCTCGGCTCATCCTT |
| *OsSAUR2* | Os01g0768333 | F: CAAGGCGAACCTCATCTGTAGC | 99bp |
| R: CGGGCAGAAATGGAATCAGA |
| *OsCML16* | Os01g0135700 | F: AGACGGAGTAAAACAGTGTCAGGT | 203bp |
| R: AGTAGCATACATCAGCAGATCGGT |
| *OsCCD1* | Os06g0683400 | F: GCCTCACAGTTCCTCTTTCATTAG | 111bp |
| R: CCCTTGATGAATCCTGATGCTAT |
| *OsNAC9* | Os03g0815100 | F: TGGTGCCCAAGAAAGAATCG | 175bp |
| R: GCGAAGAGCGACGAGTAGAAG |
| *OsRSUS1* | Os03g0401300 | F: GCCGCTACCTTGAGATGCTGT | 157bp |
| R: GAAACAAAGCAAAGAAACTCCAATG |
| **vector construction** | | | |
| Gene Name | Primer Sequences | | Application |
| OsNADK1:: GFP | F:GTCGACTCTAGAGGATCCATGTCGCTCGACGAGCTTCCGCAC | | Subcellular location |
| R:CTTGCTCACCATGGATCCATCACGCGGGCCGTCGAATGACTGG | |
| *OsNADK1pro*:: GUS | F: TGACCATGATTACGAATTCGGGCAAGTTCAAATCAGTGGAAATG | | Expression pattern |
| R: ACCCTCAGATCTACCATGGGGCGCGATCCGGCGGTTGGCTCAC | |

*OsActin1* (Os03g0718100) and *OsUBQ* (Os02g0634800) were chosen as the internal control.

How the deposited data were processed for this re-analysis (not part of the article)

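RNA of the youngest fully expanded leaves of cultivar Dongjin was measured on 12 Affymetrix rice genome arrays, 3 for each of *osnadk1* and WT under normal growth and after 15 days of drought. Plants of the genotypes grew in pairs in the same pot. The labels mark the WT arrays as a re-analysis. Jobs A and B were read from the label prefixes, and that they are hybridisation jobs is an inference. The replicates are biological by their labels, with no statement of the plants or pots behind each.

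The deposited values are log2 signals that the authors made with MAS5 (version not stated), scaled on each array to one target, as the values bear out, since the trimmed mean of the linear values (2% trimmed on each side) is 500.08 on WT normal replicate 1 and close to it on the others. No further normalization was applied. After leaving out 123 control probe sets, 57258 remained. Of the 57381 on the array, 22436 map to 1 gene, 95 to several and 34850 to none in the reference, and 18667 with 1 gene were tested.

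Linear models were fitted in limma 3.58.1 under R 4.3.3 with data.table 1.17.8, with a mean-variance trend and Benjamini-Hochberg adjustment, on all 12 arrays, for 5 comparisons, the genotypes in each condition, drought in each genotype, and the interaction. Gene lists were tested by camera in limma with a preset correlation of 0.01 and with an estimated one. The fits were tested on simulated data with 100 probe sets changed by 2 log2 units and 100 by 5, of which 47 to 58 and 86 to 92 were recovered, with 3 to 11 false calls. The simulated noise was independent between probe sets and held no jobs and no arrays that stand apart. These rates therefore check the fit and need not hold for the real arrays. The 0.1 of an exact test of 3 against 3 is its smallest p, so limma was used for single genes. Each choice of model, filter and alternative was made before the data were examined, except as the closing section states.

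The named genes are those the paper names for these arrays, the 10 highest and 10 lowest probe sets of each comparison among those past the test without overlap, up to 4 members of each list, the reporter probe sets and the genes within 10 loci of OsNADK1. Values in Tables S1 and S2 had been seen by then, and other genes of these tables, and RAB21, LEA19, OsTIFY11d and OsTIFY11e, were picked after their values were seen. The 15 lists (antioxidant enzymes, NADP-linked dehydrogenases, LEA proteins and dehydrins, P5CS, small heat shock proteins, DREB1, WRKY, JAZ, calmodulin-like sensors, photosystem proteins, diterpenoid synthesis, chlorophyll breakdown, histone H2B, root genes and alpha-tubulins) were settled by gene name once the reference was at hand, because it lacks locus identifiers. The other NAD kinases, OsActin1 and OsUBQ had no match by name and are not reported.

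Alternatives were quantile normalization, array median centring, no filter or a filter on the mean, a floor at percentile 25, a pseudocount of 16, no variance trend, equal-variance tests on log2 or linear values, only the 2 groups compared, replicate or job as a block, each job alone, each array left out, the lowest-mean probe set per gene, and, added later, an unequal-variance test, a job by treatment block and the job A arrays of normal growth left out.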

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

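The tests of watering, of genotype, of the brightness of the arrays, the latter also as the whole cause, of a segment linked to OsNADK1, of the loci in the paper's tables, with a job term for each treatment and without the job A arrays of normal growth were chosen only after the result was seen, and for job the totals of the blocked fits had been seen.

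The dehydrin and late embryogenesis abundant (LEA) genes code for proteins that protect drying cells, and the median interaction of genotype and drought over the 5 tested was -2.70 log2 units, 5 of 5 negative (camera in limma, adjusted p = 0.00648, 0.00179 with job as a block, and an adjusted p = 0.386 with an estimated correlation). The 15 small heat shock protein genes had a median of -0.55, 11 negative (camera in limma, adjusted p = 9.8e-05, 0.00011 with job as a block, and an adjusted p = 0.167 with an estimated correlation). The 13 JAZ repressors moved the other way, with a median of 1.44, 12 positive (camera in limma, adjusted p = 4.9e-06, 3.6e-06 with job as a block, and an adjusted p = 0.159 with an estimated correlation). The 5 light harvesting and photosystem genes had a median of -0.36, 5 negative (camera in limma, adjusted p = 0.00818, 0.00821 with job as a block, and an adjusted p = 0.386 with an estimated correlation). These groups stand out because their interaction term passed the set test with a preset correlation, but none passed it with the estimated one.

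The jobs are held unequally by the drought groups, WT with 1 array of job A and 2 of job B and *osnadk1* with 2 and 1, and one job term does not remove a job difference that drought changes. With a job term for each treatment the set test (camera in limma) gave an adjusted p of 0.00971 for the LEA and dehydrin genes, 0.000617 for the small heat shock protein genes and 1.09e-08 for the JAZ repressors. Under normal growth 3 of the 5 LEA and dehydrin genes lay below their array's median on all arrays of both genotypes. With the preset correlation (camera in limma, adjusted p in parentheses) that list did not pass with a filter on the mean (0.0831), in job A alone (0.104), in job B alone (0.231), without the job A arrays of normal growth (0.171), without WT drought replicate 3 (0.0706), without WT normal replicate 1 (0.209) or without *osnadk1* normal replicate 3 (0.0608). The small heat shock protein list did not pass in job B alone (0.0763), and the photosystem list in job B alone (0.957, reversed), without the job A arrays of normal growth (0.46), with a job term for each treatment (0.0586), without WT normal replicate 2 (0.0814), without *osnadk1* normal replicate 1 (0.0569) or without *osnadk1* normal replicate 2 (0.071). Fits to 1 job have 1 array of WT (job A) or of *osnadk1* (job B) in each condition.

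The mean of the photosystem genes was 13.99 to 14.28 on the 3 job A arrays of normal growth and 12.76 to 13.20 on the other 9. Of these 3 arrays 2 are of *osnadk1* and 1 is of WT, so this interaction follows arrays that the genotypes hold unequally. The mean of the JAZ repressors was 8.81 to 9.74 on these arrays and 9.44 to 10.98 on the others. Without these arrays *osnadk1* has 1 array of normal growth, so that fit cannot show whether the JAZ interaction holds beyond them.

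Of 8 reporter probe sets tested, 2 rose in *osnadk1* in both conditions. Tables S1 and S2 list both among unknown proteins, and the paper's text does not discuss them. The paper describes *osnadk1* as a T-DNA insertion line, and whether these probe sets read the inserted DNA was not tested. All WT arrays lay below their own array's median there, so *osnadk1* was at least 217- and 31.8-fold higher under normal growth and at least 299- and 21.8-fold under drought. The fitted log2 values of 11.10 and 6.76 under normal growth and 11.38 and 7.78 under drought rest on background and are no exact differences, with limma adjusted p from 6.32e-06 to 0.00179, higher on every *osnadk1* array. With other settings the calls ended in 3 and 2 of 29 under normal growth and in 3 and 4 under drought. Another reporter probe set was higher on every *osnadk1* array too, 6.98 ± 0.44 against 2.78 ± 2.06 under normal growth and 7.72 ± 1.10 against 3.72 ± 2.73 under drought (log2 signal in *osnadk1* against WT), but did not pass in limma (adjusted p = 0.556 and 0.784).

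In WT, hsp17.9 rose under drought by 1.98 ± 0.21 (± standard error), 12.60 ± 0.06 against 10.62 ± 0.01 (log2 signal under drought against normal growth, mean ± SD of 3 arrays; limma, adjusted p = 0.0298), and LOC4332912 by 1.79 ± 0.18, 11.22 ± 0.28 against 9.43 ± 0.18 (limma, adjusted p = 0.0298), both higher on all 3 drought arrays than on any of normal growth. They stand out because the paper's tables hold no comparison of drought with normal growth. With other settings (adjusted p in parentheses) the call of hsp17.9 ended in 13 of 28 settings, 9 of them leaving out 1 array (0.0568 to 0.2), and that of LOC4332912 in 15, 9 of them leaving out 1 array (0.0568 to 0.175). In *osnadk1* hsp17.9 was at 11.33 ± 0.17 against 11.13 ± 0.53 (limma, adjusted p = 0.69), and the interaction of -1.78 had an adjusted p of 0.975.

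The 3 job A arrays of normal growth stand apart from the other 9 on the first principal component. RNA degradation is argued against by the 3' minus 5' control difference, which was above the highest of the others on 1 of these arrays, and hybridisation and staining by the hybridisation spikes, outside the others' range on 0 of them. Watering as the cause is argued against by the job B arrays of normal growth, of which the highest was at -26.51, 0.44 from the drought arrays. Under drought the job A arrays, at -38.20 to -26.95, also lay above those of job B, at -66.34 to -54.41. They lay far below the 3 arrays, which were at 121.4 to 140.4, so the jobs parted under drought by much less. Time of day at sampling stays open and cannot be told apart from another difference of these 3 samples. Morning-phased CCA1 was 5.27 log2 units higher on these arrays and evening-phased OsPRR1 was at -2.86, both without overlap. GI, at -0.39, was lower without overlap too, at 13.66 to 13.83 against 13.94 to 14.32 on the others. It fell short of the 1 log2 unit set beforehand.

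The LEA and dehydrin mean under drought was 5.18 to 6.32 in job A and 7.99 to 9.56 in job B. Genotype as the cause is argued against, because within each genotype every job B array lay above every job A array, by at least 1.67 log2 units. Brightness of the arrays stays open as a part of the cause. As the whole cause it is argued against by the hybridisation spikes, looked up after the result was seen. Their mean on the drought arrays was 11.79 to 11.85 in job A and 11.99 to 12.04 in job B. That gap is far smaller than the gap of the LEA and dehydrin mean. Under normal growth the lowest job B array lay 0.158 above the highest of job A, and the difference between jobs was 2.58 larger under drought, but 5 of the 7 genes lay below their array's median on every array of normal growth, so neither value decides. A difference in how dry the plants of each job were stays open and was not tested.

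OsNADK1, Os03g0115800, 2 reporter probe sets and the others among 16 probe sets changed in both conditions in *osnadk1*. Job is argued against, because 13 of them passed in both with job as a block. A segment linked to OsNADK1 as the whole cause is argued against, because 9 of the 10 other genes with a locus in the paper's tables lie on another chromosome. Linked segments elsewhere that hold several of these genes are argued against by 0 pairs within 10 loci among the 11 genes with such a locus (13 probe sets). The nearest of these on a chromosome lay 1277 steps of 100 in locus number apart. The permutation p of 1 over the 4 genes with a mapped position cannot decide, because random draws held 0.0032 such pairs on average. A segment that holds only 1 of these genes, and the 3 probe sets without a locus, stay open.

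At the paper's thresholds, 928 probe sets passed under normal growth, with 5199 the highest among the other splits, and 768 under drought, with 1394. Of 10 splits in each, 3 and 2 gave as many with the real one, 1 in the WT drought response (1251 against 992) and 2 in that of *osnadk1* (2018 against 2133), too few splits for a share under 0.05. For the interaction 40 of 100 splits gave as many as 772 (highest other 5957), so chance is not excluded. The highest other split in both genotype comparisons follows job. Under normal growth it calls 7575 probe sets at an adjusted p under 0.05, which points to a structure of the samples, and under drought 7. Blocking on job left 850 and 923 past the paper's thresholds.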

How the results depend on the processing

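The unequal-variance test, the fits without the job A arrays of normal growth and the job by treatment block were chosen after seeing the data. Values are counts at an adjusted p under 0.05 unless stated, and the causes of the changes were not tested. In fits to 1 job, job A has 1 WT array and job B 1 *osnadk1* array in each condition, so drought in WT (job A) and in *osnadk1* (job B) is 1 array against 1, and the spread comes from the groups with 2. Without the job A arrays of normal growth *osnadk1* has 1 array of normal growth.

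Leaving out the variance trend gave genotype under normal growth 27, drought in WT 0. Equal-variance test on log2 values gave genotype under normal growth 1, genotype under normal growth at the paper's thresholds 460, genotype under drought 0, genotype under drought at the paper's thresholds 510, drought in WT 1, drought in WT at the paper's thresholds 745, drought in *osnadk1* at the paper's thresholds 931, OsNADK1 -5.15 (adjusted p 0.395), OsNADK1 under drought -4.32 (adjusted p 0.308), shared by both conditions 71. Equal-variance test on linear values gave genotype under normal growth 1, genotype under normal growth at the paper's thresholds 445, genotype under drought 2, drought in WT 0, drought in WT at the paper's thresholds 704, drought in *osnadk1* at the paper's thresholds 885, OsNADK1 -5.11 (adjusted p 0.833), shared by both conditions 55. Fitting only the 2 groups compared gave genotype under normal growth 10. Job A alone gave genotype under normal growth 1209, genotype under normal growth at the paper's thresholds 2885, genotype under drought 123, genotype under drought at the paper's thresholds 1801, drought in WT 4906, drought in WT at the paper's thresholds 5648, drought in *osnadk1* 7282, drought in *osnadk1* at the paper's thresholds 5081, interaction 299, interaction at the paper's thresholds 2893, OsNADK1 under drought -3.88 (adjusted p 0.0571), shared by both conditions 362, OsRSUS1 1.66 (genotype under normal growth), OsWRKY24 0.34 (genotype under drought), OsWRKY28 0.26 (genotype under drought), OsWRKY70 0.70 (genotype under drought), OsMYB 1.22 (drought in WT), OsNAC9 -0.30 (drought in WT), OsSAUR2 0.25 (drought in WT), OsWRKY28 -0.69 (drought in WT). Job B alone gave genotype under normal growth 651, genotype under normal growth at the paper's thresholds 2211, genotype under drought at the paper's thresholds 1222, drought in WT 1518, drought in WT at the paper's thresholds 1965, drought in *osnadk1* 670, interaction 394, interaction at the paper's thresholds 2655, shared by both conditions 195, correlation 0.194, OsMYB -0.27 (drought in *osnadk1*), OsNAC9 0.92 (drought in *osnadk1*), OsNADK1 -0.39 (drought in *osnadk1*), OsWRKY28 -0.002893 (drought in *osnadk1*), OsWRKY42 -0.51 (drought in *osnadk1*), OsWRKY70 -0.75 (drought in *osnadk1*). Unequal-variance test on log2 values gave genotype under normal growth 1, genotype under normal growth at the paper's thresholds 355, genotype under drought 0, genotype under drought at the paper's thresholds 368, drought in WT 0, drought in WT at the paper's thresholds 544, drought in *osnadk1* at the paper's thresholds 557, OsNADK1 -5.15 (adjusted p 0.993), OsNADK1 under drought -4.32 (adjusted p 0.792), shared by both conditions 47. Leaving out the job A arrays of normal growth gave genotype under normal growth 145, genotype under normal growth at the paper's thresholds 1866, genotype under drought 39, drought in WT 452, drought in *osnadk1* 27, interaction 13, interaction at the paper's thresholds 1960, correlation 0.102, OsNAC9 0.93 (drought in *osnadk1*), OsWRKY42 -0.29 (drought in *osnadk1*), OsWRKY69 0.15 (drought in *osnadk1*).

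Job by treatment block gave genotype under normal growth 105, genotype under drought 35, OsRSUS1 0.28 (genotype under normal growth). Leaving out the filter gave genotype under normal growth at the paper's thresholds 2346, genotype under drought at the paper's thresholds 2058, drought in WT at the paper's thresholds 2667, drought in *osnadk1* at the paper's thresholds 3615, interaction at the paper's thresholds 2039, shared by both conditions 198, correlation 0.174. Replicate block gave genotype under drought 13, drought in WT 0. Filter on the mean gave genotype under drought at the paper's thresholds 471, drought in WT 6, correlation 0.516. Quantile normalization gave drought in WT 8. Array median centring gave drought in WT 5. Job block gave drought in WT 186, drought in *osnadk1* 6, OsRSUS1 0.15 (genotype under normal growth). Estimated correlation gave lists past an adjusted p 0. With only job B the photosystem list reversed in *osnadk1* under drought (camera in limma, adjusted p = 0.412) and in the interaction (camera in limma, adjusted p = 0.957).

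Leaving out each array in turn gave genotype under normal growth 10 to 419, genotype under normal growth at the paper's thresholds 751 to 2892, genotype under drought 11 to 21, genotype under drought at the paper's thresholds 457 to 1180, drought in WT 0 to 89, drought in *osnadk1* 0 to 2657, drought in *osnadk1* at the paper's thresholds 952 to 4596, interaction 0 to 6, interaction at the paper's thresholds 586 to 2464, correlation of the drought responses 0.0929 to 0.493, OsRSUS1 -1.50 to 0.37 (genotype under normal growth), OsMYB -0.83 to 0.28 (genotype under drought), OsWRKY28 -1.10 to 0.11 (genotype under drought), OsWRKY70 -0.53 to 0.27 (genotype under drought), OsNAC9 -0.0743 to 0.65 (drought in WT), OsSAUR2 -0.28 to 0.15 (drought in WT), OsWRKY28 -0.51 to 0.69 (drought in WT), OsWRKY42 -0.47 to 0.05096 (drought in WT), OsWRKY71 -0.1037 to 0.53 (drought in WT), OsWRKY69 -0.30 to 0.1001 (drought in *osnadk1*), OsWRKY70 -0.04029 to 0.76 (drought in *osnadk1*).

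Some arrays moved a count over 1.5 times when left out, given here with the count without each. For genotype under normal growth they were WT drought replicate 2 (31), WT drought replicate 3 (27), WT normal replicate 1 (128), WT normal replicate 2 (10), WT normal replicate 3 (19), *osnadk1* drought replicate 1 (25), *osnadk1* normal replicate 2 (13), *osnadk1* normal replicate 3 (419). For genotype under normal growth at the paper's thresholds they were WT normal replicate 1 (2892), *osnadk1* normal replicate 3 (2748). For genotype under drought they were WT drought replicate 1 (11), WT drought replicate 2 (13), WT drought replicate 3 (12), *osnadk1* drought replicate 1 (12), *osnadk1* drought replicate 2 (11). For genotype under drought at the paper's thresholds they were *osnadk1* drought replicate 2 (457), *osnadk1* drought replicate 3 (1180). For drought in WT they were WT drought replicate 1 (0), WT drought replicate 2 (0), WT drought replicate 3 (0), WT normal replicate 1 (10), WT normal replicate 2 (0), WT normal replicate 3 (0), *osnadk1* drought replicate 1 (1), *osnadk1* drought replicate 2 (0), *osnadk1* drought replicate 3 (0), *osnadk1* normal replicate 1 (0), *osnadk1* normal replicate 2 (1), *osnadk1* normal replicate 3 (89). For drought in *osnadk1* they were WT drought replicate 3 (1), WT normal replicate 1 (2), *osnadk1* normal replicate 3 (2657). For drought in *osnadk1* at the paper's thresholds they were *osnadk1* normal replicate 1 (1030), *osnadk1* normal replicate 2 (952), *osnadk1* normal replicate 3 (4596). For interaction they were WT normal replicate 3 (1), *osnadk1* normal replicate 3 (6). For interaction at the paper's thresholds they were WT normal replicate 1 (2464), *osnadk1* normal replicate 3 (2281). The correlation of the drought responses was so moved by WT normal replicate 1 (0.0929).

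Over all named genes and settings, 3345 values kept their direction and side of the threshold, 356 lost the threshold, 191 passed it and 35 reversed. Only genes past the threshold over all arrays could lose it, and the 3345 include values of genes that were never past it. The interaction has no value in the tests of 2 groups alone. Arrays of the same replicate number correlated across the genotypes at 0.196, -0.265 and 0.319 under normal growth and 0.176, -0.0196 and 0.234 under drought, and were not treated as pairs. A group at or below its array's median limits a fold change to a lower bound.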

Differences from the paper's values

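The unequal-variance test and the fit without the job A arrays of normal growth were chosen after seeing the values.

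At 2-fold and an unadjusted p under 0.05 in limma, the number of probe sets was 928 against the paper's 210 under normal growth and 768 against the paper's 238 under drought. Those higher were 379 against the paper's 77 under normal growth and 391 against the paper's 151 under drought, and those lower 549 against the paper's 133 under normal growth and 377 against the paper's 87 under drought. A count is taken here to differ when one is more than 1.5 times the other. Of 26 alternatives set before the data were examined, all differ from the paper for each of these counts, except that the number higher under drought is 209 without *osnadk1* drought replicate 2, within that ratio.

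Of the 28 transporters of the paper, 18 passed. No alternative gives the paper's count, and those within that ratio are 19 with quantile normalization, 20 with no filter, 27 and 21 with the equal-variance tests on log2 and linear values, 27 with only the 2 groups compared, 20 with job as a block, 22 without WT normal replicate 1, 19 without WT normal replicate 3 and 20 without *osnadk1* normal replicate 3. The other 17 alternatives differ. Probe sets past these thresholds in both conditions numbered 65 higher against the paper's 25, which comes within that ratio only with the equal-variance test on linear values, at 31, and 53 lower against the paper's 13, which differs under all 26. The unequal-variance test, which is not among these, gives 31 and 16, both within that ratio.

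With the unequal-variance test, chosen after seeing the values, 355 of the tested probe sets passed under normal growth and 368 under drought, and 1120 and 1091 over all probe sets. All 210 and 238 probe sets of Tables S1 and S2 pass it, so none of them is dropped. Its p lay within 2% of the listed p for 210 and 238 of them. Another 148 and 135 tested probe sets pass it without being listed, and the step that left them out is not known.

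The paper reports more differentially expressed genes under drought than under normal growth, where limma gave 928 under normal growth against 768 under drought at its thresholds. The counts are in the paper's order with job as a block, 850 and 923, with both equal-variance tests, with only the 2 groups compared, without WT drought replicate 1 or *osnadk1* drought replicate 3, and among the tested probe sets with the unequal-variance test. The paper reports OsNADK1 as induced by drought in WT, in another assay on younger plants. On these arrays it was at a log2 fold change of -0.31 ± 0.39 (± standard error; limma, adjusted p = 0.837).

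By qRT-PCR the paper reports OsDREB1B, OsWRKY21, OsWRKY70, OsSAUR2, OsCML16 and OsCCD1 as lowered in *osnadk1* under drought and OsMYB, OsWRKY42, OsNAC9 and OsRSUS1 as raised, which can be read against normal growth or against WT. Read against normal growth, the arrays of *osnadk1* gave, drought over normal growth, a log2 fold change of 1.54 for OsDREB1B, 3.08 for OsWRKY21, 0.31 for OsWRKY70, 3.88 for OsSAUR2, 1.78 for OsCML16 and 1.07 for OsCCD1, each on the other side of 0 from the paper's direction, and -0.54 for OsNAC9, on the other side too. They were on the paper's side with 1.38 for OsMYB, 0.82 for OsWRKY42 and 1.29 for OsRSUS1. All these genes but OsNAC9 and OsRSUS1 were named by the paper as lowered in *osnadk1* under normal growth, from a list drawn on these arrays. That choice favours a rise from normal growth to drought, so these signs are no independent evidence against the qRT-PCR. In job B alone, 1 array against 1, the sign turned for OsWRKY70 (-0.75), OsNAC9 (0.92), OsMYB (-0.27) and OsWRKY42 (-0.51). It also turned without the job A arrays of normal growth for OsNAC9 (0.93) and OsWRKY42 (-0.29), and without *osnadk1* drought replicate 2 for OsWRKY70 (-0.04).

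Read against WT under drought, the qRT-PCR genes were all below WT on the arrays, which is the paper's side with -1.64 for OsDREB1B, -0.85 for OsWRKY21, -0.18 for OsWRKY70 (0.70 in job A, -1.29 in job B), -0.57 for OsSAUR2, -0.70 for OsCML16 and -1.54 for OsCCD1, and the other side with -0.31 for OsMYB, -1.67 for OsWRKY42, -1.85 for OsNAC9 and -2.14 for OsRSUS1. The sign turned without *osnadk1* drought replicate 3 for OsMYB (0.28) and OsWRKY70 (0.27), without WT drought replicate 1 for OsMYB (0.25) and without WT drought replicate 2 for OsWRKY70 (0.23). Over all arrays none of the values in either reading passed an adjusted p in limma, and the qRT-PCR was done on younger plants.

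Some passed in other settings, in the direction they had over all arrays (adjusted p in parentheses). Against normal growth these were OsCML16 (0.0107), OsMYB (0.0186), OsNAC9 (0.0043), OsSAUR2 (0.00737) and OsWRKY21 (0.0121) in job A alone, OsCCD1 (0.0115), OsCML16 (0.0106) and OsSAUR2 (0.0352) in job B alone and OsCML16 (0.0149), OsSAUR2 (0.00842) and OsWRKY21 (0.0267) without *osnadk1* normal replicate 3. Against WT under drought it was OsNAC9 with only the 2 groups compared (0.033), in job A alone (0.0426) and without the job A arrays of normal growth (0.0481), and the other probe set of OsRSUS1 without those arrays (0.0449).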

Other observations

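No test in this part was chosen after the result was seen, apart from those without the job A arrays of normal growth and with the job term for each treatment. Normal growth stands at day 0 and drought at day 15, so changes under drought cannot be told apart from changes over those days.

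In WT the dehydrin gene RAB21 was at 9.76 ± 2.66 against 3.62 ± 1.45 (log2 signal under drought against normal growth, mean ± SD of 3 arrays) and LEA19 at 8.09 ± 1.68 against 1.27 ± 0.77. In *osnadk1* RAB21 was at 6.59 ± 2.55 against 3.42 ± 1.10 and LEA19 at 3.80 ± 3.05 against 1.57 ± 1.84. The median of the 5 tested was 6.14 log2 units in WT (4.10 in job A, 7.16 in job B; camera in limma, adjusted p = 3.25e-06, 1.13e-06 with job as a block, and an adjusted p = 0.224 with an estimated correlation) and 2.23 in *osnadk1* (1.65 and 3.58; camera in limma, adjusted p = 0.0982, 0.039 with job as a block, and an adjusted p = 0.598 with an estimated correlation). These medians rest on 3 genes, RAB21, LEA19 and RAB16B, whose arrays of normal growth all lay below their own array's median, and with these at their lower bound, or at 0 where it is under 1-fold, the medians are 2.91 and 0.43. In WT 5 were higher adjusted over the list alone, and in *osnadk1* 0.

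Between the genotypes under drought the median of these genes was -3.17, 4 negative (camera in limma, adjusted p = 0.00133, 0.0127 with job as a block, and an adjusted p = 0.69 with an estimated correlation). It was -1.65 in job A and -1.71 in job B, nearer 0 than over all arrays, where WT has 2 of its drought arrays in job B and *osnadk1* 1. On the job B drought arrays the mean of the 7 genes with a probe set was 8.005 in *osnadk1* and 7.986 and 9.562 in WT. The *osnadk1* array thus lay between the WT arrays there, and the job B difference rests on WT drought replicate 3. With a job term for each treatment the set test (camera in limma) gave an adjusted p of 0.006. It did not pass with a filter on the mean (0.107) or in job A alone (0.221), and the test of the rise in WT did not pass in job A alone (0.16) (camera in limma, adjusted p in parentheses). Job A has 1 WT array in each condition, and job B has 1 *osnadk1* array in each.

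The small heat shock protein genes had a median of 0.42 in *osnadk1* over WT under normal growth (0.78 in job A, -0.00606 in job B; camera in limma, adjusted p = 2.04e-05, 1.34e-05 with job as a block, and an adjusted p = 0.12 with an estimated correlation), 3 higher adjusted over the list alone, and of 0.97 under drought over normal growth in WT, 11 of 15 positive (camera in limma, adjusted p = 0.00036, 0.000473 with job as a block, and an adjusted p = 0.224 with an estimated correlation). The first did not pass in job B alone (0.239) or without the job A arrays of normal growth (0.249), and the second in job A alone (0.437) or with the lowest-mean probe set per gene (0.0526) (camera in limma, adjusted p in parentheses). The mean of these genes was 8.52 to 9.56 on the job A arrays of normal growth, 2 of *osnadk1* and 1 of WT, and 8.23 to 8.48 on those of job B.

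The JAZ repressors had a median of 1.49 under drought in *osnadk1*, 11 of 13 positive (camera in limma, adjusted p = 0.00221, 0.00351 with job as a block, and an adjusted p = 0.582 with an estimated correlation), with 8 higher and 1 lower adjusted over the list alone, and did not pass in job A alone (0.0932). The light harvesting and photosystem genes had a median of -0.64 there, 5 negative (-0.97 in job A, 0.19 in job B; camera in limma, adjusted p = 0.00221, 0.00351 with job as a block, and an adjusted p = 0.582 with an estimated correlation), and did not pass with quantile normalization (0.116), in job B alone (0.412, reversed) or without the job A arrays of normal growth (0.623). Their mean was higher on the 2 job A arrays of normal growth than on any other of *osnadk1*.

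The median in *osnadk1* over WT, under normal growth and under drought, was -0.04 and -0.04 for the 16 antioxidant enzyme genes (camera in limma, adjusted p = 0.404 and 0.804), 0.14 and 0.25 for the 4 NADP-linked dehydrogenase genes (camera in limma, adjusted p = 0.404 and 0.344), 0.20 and -0.34 for the 2 proline synthesis genes (camera in limma, adjusted p = 0.404 and 0.245), -0.66 and -0.23 for the 4 chlorophyll breakdown genes (camera in limma, adjusted p = 0.239 and 0.245), 0.15 and -0.03 for the 5 histone H2B genes (camera in limma, adjusted p = 0.218 and 0.77) and -0.37 and -0.16 for the 2 alpha-tubulin genes (camera in limma, adjusted p = 0.257 and 0.497). No member of these lists passed an adjusted p in limma in either comparison, over all probe sets or adjusted over the list alone. The 1 root gene tested was at 0.27 and -1.17, with no set test for a single member.

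Between drought and normal growth, 2 probe sets rose and 0 fell in WT at an adjusted p under 0.05 in limma, with 3135 under an unadjusted p of 0.05. Blocking on job, 186 passed. In *osnadk1* the counts were 0, with 3966 under the unadjusted p, and 6 with job as a block. Without the job A arrays of normal growth, 452 passed in WT and 27 in *osnadk1*, where 2 WT arrays and 1 *osnadk1* array of normal growth remain. At 2-fold and the unadjusted p, 718 were higher and 533 lower in WT, and 1169 and 849 in *osnadk1*. Groups did not overlap at 17.9% and 16.9% of probe sets, where chance gives 10%. The drought responses of the genotypes correlated at 0.411 over all arrays, 0.513 in job A and 0.194 in job B, and those of the jobs at 0.0742. The genotype differences of job A and job B correlated at -0.107 under normal growth and 0.137 under drought.

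Of 20 genes within 10 loci of OsNADK1, 11 have a probe set, and 0 of the 11 probe sets tested, of 7 genes, passed an adjusted p in limma in either condition. The smallest unadjusted p among them was 0.0151 under normal growth and 0.0415 under drought.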
